# IgA Plasma Cells Are Long-Lived Residents of Gut and Bone Marrow That Express Isotype- and Tissue-Specific Gene Expression Patterns

**DOI:** 10.3389/fimmu.2021.791095

**Published:** 2021-12-24

**Authors:** Joel R. Wilmore, Brian T. Gaudette, Daniela Gómez Atria, Rebecca L. Rosenthal, Sarah Kim Reiser, Wenzhao Meng, Aaron M. Rosenfeld, Eline T. Luning Prak, David Allman

**Keywords:** plasma cell, isotype, antibody, gut, IgA, bone marrow

## Abstract

Antibody secreting plasma cells are made in response to a variety of pathogenic and commensal microbes. While all plasma cells express a core gene transcription program that allows them to secrete large quantities of immunoglobulin, unique transcriptional profiles are linked to plasma cells expressing different antibody isotypes. IgA expressing plasma cells are generally thought of as short-lived in mucosal tissues and they have been understudied in systemic sites like the bone marrow. We find that IgA^+^ plasma cells in both the small intestine lamina propria and the bone marrow are long-lived and transcriptionally related compared to IgG and IgM expressing bone marrow plasma cells. IgA^+^ plasma cells show signs of shared clonality between the gut and bone marrow, but they do not recirculate at a significant rate and are found within bone marrow plasma cells niches. These data suggest that systemic and mucosal IgA^+^ plasma cells are from a common source, but they do not migrate between tissues. However, comparison of the plasma cells from the small intestine lamina propria to the bone marrow demonstrate a tissue specific gene transcription program. Understanding how these tissue specific gene networks are regulated in plasma cells could lead to increased understanding of the induction of mucosal versus systemic antibody responses and improve vaccine design.

## Introduction

Newly generated plasma cells either die within days, or take up residency in tissues such as the bone marrow (BM) or the lamina propria of the small intestine (siLP) where they can persist indefinitely as high output antibody secreting cells (1–4). Whereas the induction and maintenance of IgG-secreting cells in BM has been studied extensively (5), much less is known about the factors that influence the induction and maintenance of IgA-secreting plasma cells in the gut or other tissues. IgA is the dominant antibody class produced throughout the body and the continuous secretion of IgA along the intestinal epithelium is critical for preventing intestinal disequilibrium and shaping communities of commensal microbes (6). Furthermore, recent data reveal that commensal bacteria in the gut and potentially elsewhere can induce the production of serum IgA and IgG antibodies that form a protective humoral barrier against systemic infection (7, 8). Consistent with this function, many microbiota-induced IgA-secreting plasma cells can be identified in non-mucosal sites such as the BM (7) and spleen (9). It is not understood how plasma cells that arise in mucosal tissues home to the BM, or whether such cells persist for extended periods as marrow-resident cells.

It is widely accepted that the BM contains unique regulatory microenvironments needed for long-term plasma cell survival. Consistent with this view, BM plasma cells localize preferentially in perivascular niches orchestrated by CXCL12-positive stromal cells where they interact with several diverse cell types that may contribute to plasma cell survival (5). However, unlike IgM- and IgG-secreting plasma cells in the spleen, lymph node, and BM, intestinal IgA^+^ plasma cells home to and remain in mucosal tissues by employing the chemokine receptors CCR9, CCR10, and the integrin α_4_β_7_ (10, 11). Whether these processes are used by IgA-secreting plasma cells in BM is uncertain.

It has also been proposed that plasma cells have function beyond antibody generation (12). Plasma cells in the central nervous system and other sites produce immunosuppressive cytokines such as IL-10 (13), and many IgA-secreting cells in the gut produce the antimicrobial mediators tumor-necrosis factor-α and inducible nitric oxide synthase (14). Thus, subpopulations of plasma cells may activate unique gene expression modules needed for additional immunomodulatory functions. Consistent with this idea, it was shown recently that plasma cells expressing different immunoglobulin (Ig) heavy chain (IgH) isotypes have distinct gene expression profiles (15). However, it is unknown whether IgA-secreting cells in the BM and siLP maintain distinct, tissue-associated transcriptional profiles, or are dictated by IgH isotype alone. Furthermore, it is becoming clear that mature IgM- and IgA-secreting plasma cells often retain functional Ig surface receptors (16), raising additional questions about the impact of particular IgH isotypes on plasma cell gene expression and function.

Based on these considerations we sought to ask: 1) Are BM IgA-secreting plasma cells long-lived BM-resident cells? If so, do BM IgA-secreting plasma cells localize to specialized microenvironments within the BM parenchyma that overlap with those employed by IgG-secreting cells? 2) Does movement of IgA^+^ plasma cells to the BM coincide with the expression of unique gene expression patterns, or do BM IgA^+^ plasma cells share gut-associated gene expression patterns with IgA^+^ plasma cells in the siLP? And 3) To what extent does IgA-correlated gene expression require surface IgA expression? Our results demonstrate that BM IgA^+^ plasma cells are long-lived and readily integrate into canonical perivascular plasma cell niches where they express a unique IgA-correlated gene expression program mirroring their counterparts in the gut. Furthermore, we show that the gut environment also imparts tissue-specific gene expression on siLP plasma cells, regardless of surface Ig isotype.

## Methods

### Animals

B6.Blimp1^+/GFP^ (17), B6.IgA^-/-^ (18), and C57BL/6 (B6) mice were bred and maintained at the University of Pennsylvania under specific pathogen free conditions. All experiments were performed in accordance with the Office of Regulatory Affairs Institutional Animal Care and Use Committee.

### Flow Cytometry and Cell Sorting

Cells were stained for flow cytometric analysis as previously described (19). Exclusion of dead cells was performed using Zombie Aqua Fixable Viability kit (BioLegend) according to the manufacturer’s instructions. The following antibodies were used for staining and analysis: PE-anti-CD138 (BD; 281-2), -CxCR4 (eBioscience (eBio); 2B11), -IgM (BD; R26-46), PerCP-eFluor710-anti-IgM (eBio; II/41), -CCR9 (eBio; eBioCW-1.2), PE-Cy7-anti-CD4 (eBio; GK1.5), -CD8a (eBio; 53-6.7), -Gr1 (eBio; RB6-8C5), -F4/80 (eBio; BM8), -TER-119 (BioLegend), APC-anti-B220 (Tonbo; RA3-6B2), APC-Cy7-anti-IgD (BioLegend; 11-26c.2a), Biotin-anti-IgA (BioLegend; RMA-1), -α_4_β_7_ (BioLegend; DATK32), BrilliantViolet605-anti-Thy1.2 (BioLegend; 53-2.1), AF700 anti-CD45.2 (BioLegend; 104), and BV785-anti-CD19 (BioLegend; 6D5). To detect biotin-conjugated antibodies we used streptavidin-BV421 (BioLegend). Labeling with 5-bromo-2’-deoxyuridine was performed by adding 0.6mg/ml BrdU and 1mg/ml sucrose into the drinking water. Cells were then stained for flow cytometry with the methods described above. Following the last wash step the cells were fixed and permeabilized using Fixation Medium A and Permeabilization Medium B (ThermoFisher). Cells were then treated with a DNase solution containing 0.3M NaCl, 4mM MgCl_2_, and 0.25mg/ml DNaseI (Sigma) for 40 minutes, and then washed and stained with APC-anti-BrdU (eBio; BU20A). Data was collected using an LSRII Fortessa (BD) and cell sorting was performed on an AriaII Cell Sorter (BD). All cell sorting experiments were performed with double sorting, bone marrow plasma cells were first sorted on plasma cell identity (Live, Dump^-^ (CD4, CD8, F4/80, and Ter119), IgD^-^, CD138^+^, Blimp^GFP+^) then sorted again for plasma cell identity with the addition of antibody isotype (IgA^+^, IgM^+^, or IgA^-^IgM^-^) and siLP plasma cells were sorted without CD138 and on IgA^+^ for both sorts (IgA^-/-^ samples were double sorted on Blimp^GFP+^ without the use of IgA).

### Bone Marrow Imaging

We followed the tissue clearing and staining protocol reported by Acar et al. (20). Bones from B6.Blimp1^+/GFP^ reporter mice were fixed in 4% PFA for 6 h, immersed in 30% sucrose O/N, cryopreserved in OCT (Fisher Scientific) and longitudinally bisected on a cryostat. For staining, half bones were rinsed in PBS and blocked overnight in staining solution (10% DMSO, 0.5% IgePal630 and 5% donkey serum) with TrueStainFcX FcR block (Biolegend). The same staining solution was used with labeled antibodies against GFP (polyclonal rabbit anti-mouse, Cat#A21311, Life Technologies), IgA (clone RMA-1, Biolegend), IgM (BV421 clone RMM-1, Biolegend), and Laminin 1 + 2 (polyclonal rabbit anti-mouse, Cat# ab7463, Abcam) for 3 days, followed by PBS wash for 1 day. Anti-laminin and anti-IgA antibodies were conjugated to CF568 and CF647 respectively using a Biotium Mix-n-Stain antibody labeling kit according to manufacturer’s protocols. To clear the tissue, bones were dehydrated in increasing ethanol concentration and then incubated overnight in BABB solution (1:2, benzyl alcohol: benzyl benzoate). Images were obtained on a Zeiss LSM710 confocal microscope and analyzed using Imaris 8.2 (Bitplane) software.

### Parabiosis Surgery

C57BL/6 (CD45.2) and B6.CD45.1 adult female mice were connected by parabiosis as previously described (21). In brief, mice were anesthetized with isoflurane and/or ketamine (100-200 mg/kg) and xylazine (5-16 mg/kg). A skin incision was made from the olecranon to the knee of each of the mice to be joined. The elbows and knees of the two paired mice were then tied together with surgical suture, followed by connecting of the skin with surgical sutures and staples. For pain control, mice were given buprenorphine (0.1 mg/kg) and ketoprofen (5 mg/kg) for up to 3 days after surgery. Mice were provided with sulfamexathole (400 mg/L) and trimethoprim (80 mg/L) antibiotics in their drinking water to prevent infection. Mice were monitored for signs of pain, infection, or damage to sutures. Blood was periodically drawn to check for anastomoses, which appeared complete by day 17 at which time mice were euthanized and the BM and siLP were harvested.

### ELISpot Assays

ELISpot assays were performed according to standard protocols. Briefly, ELISpot plates (EMD Millipore MSIPS4W10) were coated with anti-mouse Ig(H+L) (Southern Biotech 1010-01) in a sodium carbonate/bicarbonate solution pH 9.6 and detection was performed with anti- IgM, IgA, IgG, κ, and λ antibodies conjugated to biotin (Southern Biotech). Biotinylated antibodies were revealed with streptavidin-alkaline phosphatase (Sigma E2636) and developed with BCIP/NBT (Sigma B1911). ELISpot plates were imaged and spots were counted using a CTL Immunospot Analyzer (Cellular Technologies Limited).

### V_H_D_H_J_H_ Sequencing

Amplicons encoding IgA from siLP and BM plasma cells were generated using the semi-nested PCR approach and oligonucleotides reported by Lindner et al. (22). However oligonucleotides were modified to include adaptor sequences for the Illumina NexteraXT kit and are as follows: Promiscuous V_H_ Primer Pool, Primer #1- 5’-GTC TCG TGG GCT CGG AGA TGT GTA TAA GAG ACA GNG AGG TGC AGC TGC AGG AGT CTG G-3’, #2- 5’-GTC TCG TGG GCT CGG AGA TGT GTA TAA GAG ACA GTN GAG GTG CAG CTG CAG GAG TCT GG-3’, #3- 5’-GTC TCG TGG GCT CGG AGA TGT GTA TAA GAG ACA GTG NGA GGT GCA GCT GCA GGA GTC TGG-3’, C_α_ Primer Pool #1- 5’-TCG TCG GCA GCG TCA GAT GTG TAT AAG AGA CAG NGA GCT CGT GGG AGT GTC AGT G-3’, #2- 5’-TCG TCG GCA GCG TCA GAT GTG TAT AAG AGA CAG ANG AGC TCG TGG GAG TGT CAG TG-3’, #3- 5’-TCG TCG GCA GCG TCA GAT GTG TAT AAG AGA CAG TAN GAG CTC GTG GGA GTG TCA GTG-3’. PCR products were purified by gel electrophoresis and extraction (QIAquick Gel Extraction kit, Qiagen), and DNA concentrations determined with a Qubit fluorometer (Invitrogen). Libraries were then loaded onto an Illumina MiSeq in the Human Immunology Core Facility at the University of Pennsylvania. 2 x 300 bp paired end kits were used for all experiments (Illumina MiSeq Reagent Kit v3, 600 cycle, Illumina Inc., San Diego, Cat. No. MS-102-3003).

### V_H_D_H_J_H_ Sequence Analysis

Raw sequencing data in FASTQ format were quality controlled using pRESTO version 0.5.10 (23) as described in (24). Briefly, paired reads were aligned, low quality reads were removed (those with an average Phred quality score of < 30), individual nucleotides with a quality score < 30 were masked with *N*s, and sequences with more than 10 *N*s were removed.

The remaining sequences were aligned and annotated with V & J genes using IgBLAST version 1.16.0 (25). Following this, sequences were imported into ImmuneDB (26) version 0.29.10 for clonal inference and downstream analysis. Sequences sharing the same V-gene, J-gene, and CDR3 length were hierarchically clustered and groups of sequences sharing at least 85% amino-acid homology in the CDR3 region were grouped into clones. The framework 1 region of VH genes was trimmed off to remove the primer binding region to ensure the accuracy of SHM calculation.

### RNA-Sequencing

Cell populations were sorted directly into Trizol with 0.5% 2-ME and held at -80°C until RNA preparation. RNA was prepared using Trizol RNA-extraction according to the manufacturer’s protocol (Thermo-Fisher Scientific). RNA was co-precipitated using glycogen as a carrier. RNA was quantified using Qubit RNA high sensitivity fluorometric assay. cDNA was prepared using Takara Clontech SMART-Seq^®^ HT Kit according to protocol using 500-1000 ng RNA as input. cDNA was quantified and qualified using the HS-DNA assay on an Agilent 4200 Tapestation. RNA-seq libraries were constructed using the Illumina Nextera XT kit with 150 ng cDNA input. Libraries were quality controlled and quantified by Tapestation and pooled at equal molar ratio prior to sequencing on Illumina Nextseq500 (75bp SE v2) machines.

### Pseudoalignment and Gene Expression

Transcript abundance was computed by pseudoalignment with Kallisto (27). Transcript per million (TPM) values were then normalized and fitted to a linear model by empirical Bayes method with the Voom and Limma R packages (28, 29). Differential gene expression was defined as a Benjamini-Hochberg corrected p-value of < 0.05 and fold change > 2, unless otherwise noted.

### Gene Ontology Cluster Enrichment

GO analysis was performed using the DAVID Bioinformatics Resources 6.8, NIAID, NIH as well as ClueGO and Cytoscape. The enrichment score calculation from Bonferroni step-down adjusted P values < 0.05 was used to define enriched terms and clusters of terms, choosing the term with highest number of represented genes as founder term for each cluster. Non-descriptive or overly general terms were disregarded in favor of the term with the next highest number of genes represented (30–32).

## Results

### Long-Lived IgA-Secreting Cells Dominate the BM and siLP Plasma Cell Pools

One proposed model of antibody mediated homeostasis in the gut posits that IgA^+^ plasma cell responses in the siLP are designed to allow for the adaptation to changing microbial communities in the gut over time, resulting in displacement of long-lived plasma cells with newcomers (33). Recent work from our group and others describing large numbers of BM IgA^+^ plasma cells under certain conditions led us to ask if the BM plasma cell niche was capable of inducing long-term survival of IgA^+^ plasma cells (7, 34). To characterize plasma cells longevity, we developed a flow cytometric approach to distinguish BM plasma cells secreting each heavy chain isotype. To ensure that our analyses focused on *bona fide* plasma cells we employed B6.Blimp1^+/GFP^ adult mice born and raised in our colony, focusing on viable GFP/Blimp1^+^ CD138^+^ BM cells defined further by surface expression of IgM or IgA. Notably, although activated B cells are thought to down-regulate surface Ig expression during plasma cell differentiation, consistent with recent studies (16, 35) we readily identified surface IgM^+^ and IgA^+^ cells among intact Blimp1^+^ CD138^+^ cells (**Figure S1A**). By contrast, we were unable to discern surface IgG expression among any GFP/Blimp1^+^ CD138^+^ BM cells. To confirm that each population was highly enriched for cells secreting the expected Ig heavy chain isotype, we sorted cells from each GFP/Blimp1^+^ CD138^+^ fraction into ELISpot plates coated with antibodies specific for total Ig(H+L), and detected with isotype-specific antibodies. As expected, IgA-secreting cells were readily and exclusively detected among the IgA^+^ fraction, while the IgM^+^ fraction was enriched only for IgM-secreting cells, and the IgA^-^ IgM^-^ fraction contained only IgG-secreting cells (**Figures S1B, C**).

Previously we described surface B220 expression as a defining feature of short-lived plasma cells in the spleen and BM (36). Therefore, we sought to define the phenotype of each BM plasma cell isotype based on B220 expression. Staining revealed that the majority of BM IgA^+^ plasma cells were B220^-^, consistent with a long-lived phenotype. In contrast, the majority of IgM^+^ and IgM^-^IgA^-^ plasma cells were B220^+^ (**Figures 1A, B** **)**. Interestingly, the siLP IgA^+^ plasma cell pool consists almost entirely of IgA^+^B220^-^ plasma cells, indicative of a long-lived phenotype. These findings contrast with reports of siLP plasma cell pools being dominated by short-lived cells (33, 37). To confirm these results, we utilized continuous *in vivo* BrdU labeling to assess population turnover kinetics. As shown, BM and siLP IgA^+^B220^-^ plasma cells incorporated relatively little BrdU over 17 days compared to B220^+^ BM plasma cells, but a similar amount to IgA^-^B220^-^ BM plasma cells. (**Figure 1C**). Our data suggest that mouse BM and siLP can harbor substantial numbers of long-lived IgA-secreting plasma cells.

**Figure 1:**
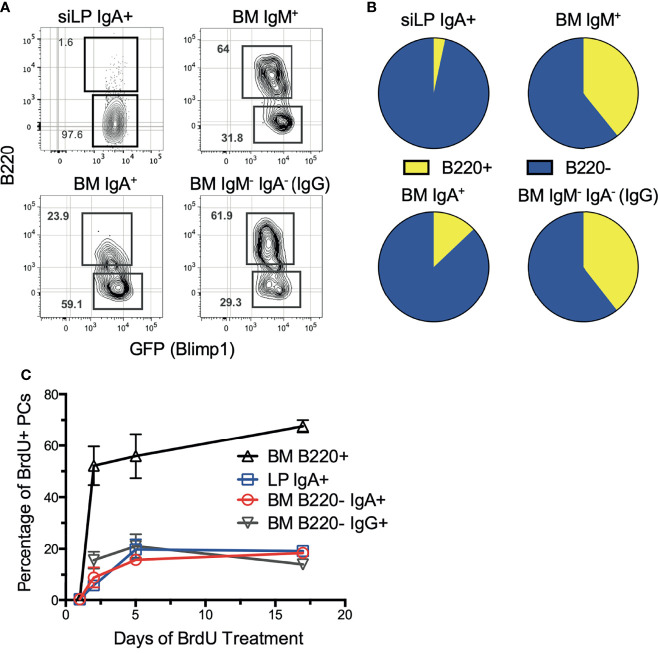
IgA^+^ plasma cells are long-lived in the BM and siLP. Under homeostatic conditions, B6.Blimp1^+/GFP^ mice were euthanized, then siLP and BM cells were analyzed by flow cytometry to determine the degree of surface B220 expression on plasma cells of each isotype. **(A)** Shown are representative images of viable, Dump^-^, IgD^-^, CD138^+^, Blimp-^GFP+^ plasma cells that were further differentiated by surface immunoglobulin isotype and then analyzed for frequency of B220 expression. **(B)** Graphical representation of data in **(A)** compiling data from 4 mice/group. **(C)** Mice were treated with BrdU in their drinking water continuously until euthanasia for 0, 1, 5, and 17 days. BM and siLP cells were then stained for plasma cell isotypes as in **(A)**, followed by intracellular staining with an anti-BrdU antibody. Each experiment used 4 mice per group and is representative of 2-4 independent experiments.

### IgA^+^ Plasma Cells Are Non-Circulating Residents of the BM and siLP Plasma Cell Pools

We next sought to confirm that IgA-secreting BM cells are not a circulating population, but located within the BM parenchyma long-lived plasma cell niche. To address this, we took multiple approaches, beginning with performing parabiosis using mice distinguished by congenic markers. The mice were joined for 17 days, then flow cytometric analysis of BM and siLP plasma cells was performed to determine the percentage of donor cells that contributed to the standing plasma cell pool. As expected, we found that naïve IgD^+^ B cells were nearly 50% donor-derived in both the BM and siLP, indicating that parabiosis resulted in adequate blood sharing (**Figures 2A, B** **)**. In contrast, the IgA^+^ plasma cells in both the BM and siLP were <20% donor-derived, indicating that they were not in constant recirculation like their naïve B cell counterparts. The IgG^+^ BM plasma cell pool was found to be <10% donor derived. The difference between the frequency of donor-derived IgA and IgG plasma cells may be due to a real difference in recirculation or alternatively a reflection of a higher frequency of new IgA^+^ plasma cell generation following surgery and prophylactic antibiotic treatment. Therefore, we sought to support these findings by utilizing additional methods, including an approach wherein cells located in BM sinusoids are labeled two minutes following intravenous (i.v.) injection with PE-labeled antibodies (38). Confirming their parenchymal residency, BM IgA^+^ plasma cells were not labeled by this approach, whereas immature splenic and BM B cells (IgM^+^ IgD^-^) and splenic plasma cells were readily labeled following i.v. injection with anti-CD19 or anti-CD138, respectively (**Figures 2C–E**). Additionally, recent work suggests that BM plasma cells preferentially localize in perivascular regions in close proximity to HSCs and regulatory T cells (39). To determine the location of IgA^+^ relative to IgA^-^ plasma cells in the BM, we performed whole bone tissue clearing (20) to facilitate 3-dimensional confocal imaging of intact bones from B6.Blimp1^GFP^ transgenic mice along with antibody staining for IgA (**Figures 3A, B** **)**. Coordinates of IgA^+/-^ plasma cells were mapped by 3-D digital reconstruction, resulting in the detection of IgA^+^ plasma cells in perivascular regions of the BM parenchyma similar to IgA^-^ counterparts (**Figures 3C, D** **)**. These results suggest there is a low level of IgA^+^ plasma cell recirculation or IgA^+^ plasma cells are more frequently generated and deposited in the BM during homeostasis. Overall, these data suggest that IgA^+^ plasma cells are non-transient residents of the BM and siLP tissues.

**Figure 2:**
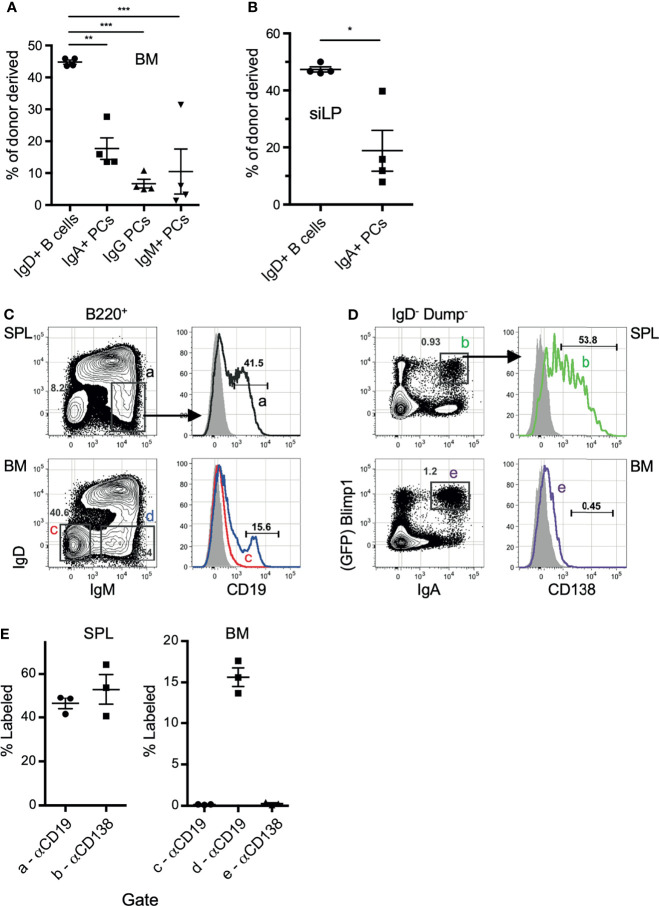
IgA^+^ plasma cells show little evidence of recirculation. **(A, B)** C57BL/6 (CD45.2) and B6.CD45.1 adult females were connected by parabiosis and were monitored for blood sharing. After 17 days, mice were euthanized and the frequency of donor plasma cells in BM **(A)** and siLP **(B)** was determined by flow cytometry using CD45.1/CD45.2. **(C, D)** B6.Blimp1^+/GFP^ adults were given an intravenous (i.v.) injection of PE-anti-CD19 **(C)** or PE-anti-CD138 antibodies **(D)** and sacrificed two minutes later. BM cells were stained with the indicated antibodies and 2 x 10^6^ events were collected to identify cells bound by either PE-labeled antibody *in situ*. Grey histograms represent the B cells from naïve control mice. **(E)** Frequency of cells bound by PE-anti-CD138 antibodies in the indicated tissue. Each symbol represents an individual mouse; red lines and error bars indicate the mean and SEM for each group. Gates are shown in **(C)**. Representative of 2 independent experiments with 4 mice per group. * indicates p < 0.05, ** indicates p < 0.01, and *** indicates p < 0.001.

**Figure 3:**
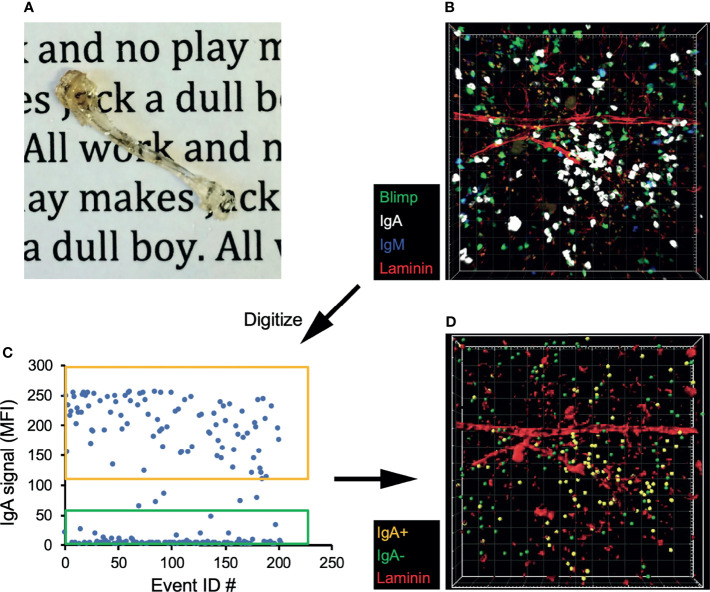
IgA^+^ BM plasma cells reside in the perivascular plasma cell niche. **(A)** Tibia from a B6.Blimp1^+/GFP^ mouse after fixation and clearing. **(B)** 3D confocal image of a cleared tibia from a B6.Blimp1^+/GFP^ female stained with CF568-anti-Laminin, CF647 anti-IgA and BV421 anti-IgM. **(C)** Using Imaris software, Blimp-GFP^+^ plasma cells were identified and sorted as IgA^+^ or IgA^-^ based on their mean fluorescent intensity (MFI) values for IgA. **(D)** A model of the original 3D image displaying the sorted IgA^+^ (gold) and IgA^-^ (green) plasma cells overlaid with Laminin^+^ vasculature.

### Antibody Repertoires and Gene Expression Signatures Are Shared by BM and siLP Plasma Cells

Next, we sequenced productive V_H_D_H_J_H_-Cα rearrangements from IgA^+^ plasma cells in the BM and siLP of individual mice to evaluate potential clonal relationships between these cells. We then quantified frequencies of shared V_H_D_H_J_H_ sequences, including shared third complementarity determining regions (CDR3) in each sample from each individual. Consistent with recent work (22), the clonal composition of IgA-secreting cells was notably distinct for each mouse (**Figure 4A**). However, in each of two separate experiments we observed measurable clonal overlap for siLP and BM IgA^+^ plasma cells within each animal (**Figures 4A, B** **)**. Furthermore, the expressed V_H_D_H_J_H_-Cα repertoires for BM and siLP plasma cells within each mouse were both highly enriched for clones that had undergone somatic hypermutation (SHM). Additionally, the mutation rate was similar between both tissues (**Figure 4C**), again indicative of T-cell dependent GC-associated antibody responses.

**Figure 4:**
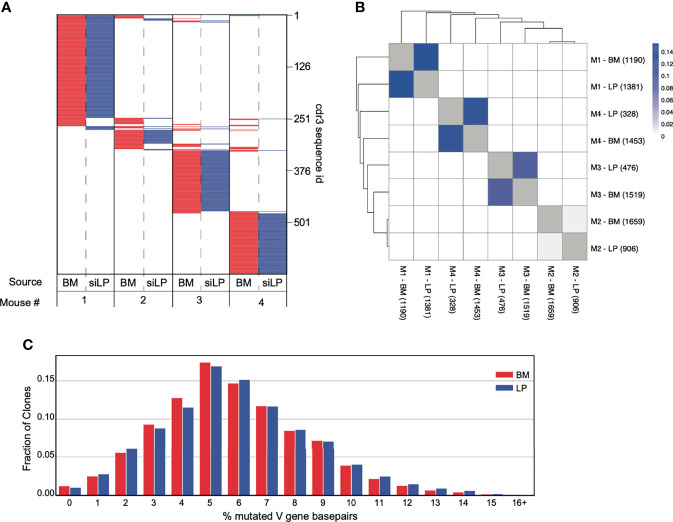
Significant overlap of clones between IgA^+^ plasma cells from the BM and siLP. V_H_D_H_J_H_ rearrangements were amplified from cDNA prepared from sorted siLP and BM IgA^+^ plasma cells and sequenced on an Illumina MiSeq. Sequences were quality filtered and collapsed into clones as described in materials and methods. Clones were filtered based on size such that clones with a copy number less than 50% of the mean copy number frequency (50% mcf) within the subject were excluded. **(A)** Representation of CDR3s overlapping in at least two IgA^+^ biological samples. Each horizontal line represents a unique CDR3 sequence, the presence of red (bone marrow) or blue (siLP) indicates an overlapping sequence was detected in a sample and white indicates the absence of that CDR3 in a given sample. The total number of clones is shown on the right side of the plot. **(B)** Jaccard index was calculated to compare mouse clonal overlap of BM and siLP between vs. within each mouse. Each clone counts once, disregarding clone size. Numbers in parenthesis are the number of clones included in this study for a given sample. **(C)** Somatic hypermutation percentage histogram of IgA^+^ clones stratified by BM and LP. The degree of SHM within each clone was averaged across each unique sequence and weighted by the number of copies.

### Isotype-Dependent Gene Transcription Profiles

In order to examine isotype-dependent and -independent gene expression in plasma cells, we performed RNA-seq on cDNA prepared from twice sorted IgM^+^, IgA^+^ and IgM/A^-^ BM plasma cells, as well as IgA^+^ and IgA^-/-^ (Blimp^GFP+^) siLP plasma cells. 

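RNA-seq values of 28 libraries were analysed, 3 from IgM+ BM plasma cells, 4 from IgM/A- BM plasma cells (which the paper also calls IgG+), 4 from IgA+ BM plasma cells, 4 from IgA+ siLP plasma cells, 5 from IgA-/- siLP plasma cells and 4 each from splenic follicular and marginal zone B cells. The replicates are individual animals, 12 weeks old. Plasma cells came from B6.Blimp1 +/GFP mice, in which GFP reports Blimp-1, the transcription factor that drives plasma cell differentiation, and the IgA-/- siLP plasma cells from B6.Blimp1 +/GFP.IgA-/- mice. The splenic B cells came from C57BL/6 mice, so strain and cell type differ together between plasma cells and B cells. As a check of the sorts, the transcript of the sorted heavy chain made up 98.4% ± 2.09 (SD, n = 3) of heavy chain constant region TPM in IgM+ BM plasma cells (Ighm) and 98.8% ± 0.422 (SD, n = 4) in IgA+ BM plasma cells (Igha). In IgA+ siLP plasma cells, Igha took 99.7% ± 0.0321 (SD, n = 4), between 86840 and 136300 TPM. In the 5 libraries of IgA-/- siLP plasma cells, Igha, the targeted gene, was at 5529, 5929, 12450, 7716 and 3928 TPM in replicates 1 to 5, a mean share of 6.86% ± 3.32 (SD, n = 5). The sources used here do not describe which part of Igha the allele lacks, so these values do not test the genotype. The IgM/A- BM plasma cells held a mean of 44.1% ± 10.9 Ighg2b, 35.1% ± 3.12 Ighg2c and 10.7% ± 4.81 Ighg1 (SD, n = 4). The authors made cDNA with SMART-Seq HT, sequenced 75 bp single-end reads, estimated transcript abundance with Kallisto, and deposited TPM values and normalized log2 values, each with and without immunoglobulin genes. The normalized values are log2 of estimated counts scaled to the library's total, and those without immunoglobulin genes were used here. The total of estimated counts without immunoglobulin genes, which sets the counting precision, was 8258903 to 10046346 (median 9490481) in IgM+ BM plasma cells, 5384244 to 7371482 (median 6699384) in IgM/A- BM plasma cells and 6084119 to 7413901 (median 6939936) in IgA+ BM plasma cells. It was 5425259 to 7292389 (median 6189403) in IgA+ siLP plasma cells, 6153799 to 8799962 (median 8136537) in IgA-/- siLP plasma cells, 18009375 to 18442200 (median 18242161.5) in follicular and 15119781 to 18196829 (median 17219840) in marginal zone B cells. Immunoglobulin genes took 55.4% to 71.0% of the estimated counts of a plasma cell library and 1.71% to 1.90% of a B cell library. The 13707 genes with at least 1 TPM in at least 3 libraries were tested with limma, with a fit over all 7 groups and Benjamini-Hochberg adjustment. A gene was called specific to a group when it passed a 2-fold difference at an adjusted p under 0.01 in each contrast with the groups compared, and 29 gene lists were tested as groups.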

For comparison we also sorted splenic follicular- and marginal zone-B cells. 

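The plasma cells of the IgA isotype resembled each other across tissues more than they resembled the other isotype of the same marrow. Over the 13707 genes, the mean Pearson correlation across genes of IgA+ siLP plasma cells was 0.950 with IgA+ BM plasma cells and 0.931 with IgM/A- BM plasma cells, a difference of 0.0186 (exact permutation of the labels of 4 and 4 libraries, two-sided, p = 0.0286, the smallest that 70 arrangements can give). Each of the 4 libraries of IgA+ BM plasma cells was nearest to IgA+ siLP plasma cells, and the reverse also held. The mean correlation of IgA-/- siLP plasma cells was 0.879 with IgM/A- BM plasma cells and 0.893 with IgA+ siLP plasma cells, a difference of -0.0139 (exact permutation, two-sided, p = 0.0286), and all 5 of these libraries were nearest to IgA+ siLP plasma cells. With immunoglobulin genes kept the latter difference was -0.0117 (exact permutation, p = 0.0857), and without any 1 of 7 libraries (replicate 1 of the IgM/A- BM plasma cells, each of the 4 IgA+ siLP plasma cells, replicates 2 and 5 of the IgA-/- siLP plasma cells) it lay between -0.0155 and -0.0116 with an exact p of 0.0571 or 0.0857. Correlations between replicates ran from 0.908 to 0.974. Replicate 5 of the IgA-/- siLP plasma cells stood apart, at 0.908 to 0.914 with the other 4, which were at 0.949 to 0.955 with each other.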

Isotype specific plasma cell samples clustered strongly by isotype with IgA+ plasma cells clustering closer regardless of tissue and IgA^-/-^ siLP plasma cells clustering closest to IgM/A^-^ BM plasma cells (**Figure S2A**). 

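Transcripts of other cells differed between the plasma cell groups and between their libraries. The summed TPM of a list of macrophage and monocyte genes was 153.8 to 183.0 in IgM+ BM plasma cells and 53.07 to 585.6 in IgM/A- BM plasma cells. It was 18.8 to 37.1 in IgA+ BM plasma cells and 15.0 to 275.8 in IgA+ siLP plasma cells. It was 2347 ± 1753 (SD, n = 5) in IgA-/- siLP plasma cells, at 1986, 2007, 2497, 5059 and 187.2 in replicates 1 to 5, and 462.6 to 623.2 in the splenic B cells. Lyz2, the lysozyme of myeloid cells, reached 539.6 ± 399.7 (SD, n = 5) TPM in IgA-/- siLP plasma cells against 22.0 ± 16.9 (SD, n = 4) TPM in IgA+ siLP plasma cells. Replicate 2 of the IgM/A- BM plasma cells held 3745 TPM of erythroid genes, against 9.31 to 16.0 in the other 3 libraries of its group, and 2638 TPM of neutrophil genes, against 7.17 to 11.5. Its Hbb-bs, a beta globin, was at 1788 TPM and its S100a8, a calcium-binding protein of neutrophils, at 1204 TPM. Genes of gut epithelium summed to 99.9 to 123.1 TPM in IgA+ siLP plasma cells and to at most 201.8 TPM in IgA-/- siLP plasma cells, with Epcam, an epithelial adhesion molecule, as the leading gene, and to 111.5 to 186.3 TPM in IgM/A- BM plasma cells. Eosinophil, mast cell and basophil genes summed to a mean of 2892 TPM in IgM+ BM plasma cells, 2415 in IgM/A- BM plasma cells and 1374 in IgA+ BM plasma cells. They were led by Prg2, the major basic protein of eosinophil granules, which was also among the genes that were higher in every plasma cell group than in B cells.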

To validate our double sorting method, we verified that marker genes of common contaminating cells were not expressed in our plasma cell groups (**Figure S2B**). We then determined an isotype-independent plasma cell signature by identifying all genes upregulated at least 3-fold over the B cell populations in all plasma cell subsets, yielding a total of 308 genes (**Figure S2C**). 

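Tnfrsf17, which encodes BCMA, a survival receptor of plasma cells (GRCm38 chromosome 16 from 11313812 to 11320074), was at 693 ± 80.6 (SD, n = 4) TPM in IgA+ BM plasma cells and 406 ± 71.5 (SD, n = 4) TPM in IgA+ siLP plasma cells. Tnfrsf17 stood at 0.135 ± 0.156 (SD, n = 4) TPM in follicular and 0.524 ± 0.33 (SD, n = 4) TPM in marginal zone B cells. Its mean log2 fold change over B cells was 11.04 (SE 0.27, limma adjusted p = 3.92e-23). Genes at least 3-fold higher in each of the 5 plasma cell groups than in each of the 2 B cell groups, at an adjusted p under 0.05 from limma in every contrast, numbered 703. The 10 with the largest smallest difference were Tnfrsf17, Prg2, Kdelr3, Tmem176a, Ccr10, Fut1, Bhlha15, Fam46c, Copz2 and Reln, with a smallest log2 fold change between 7.15 (Reln) and 9.25 (Tnfrsf17). Bhlha15 (Mist1), a transcription factor of secretory cells, had a mean log2 fold change of 7.69 (SE 0.13, limma adjusted p = 1.15e-26) and Fam46c, a poly(A) polymerase that stabilizes secretory mRNAs, 8.03 (SE 0.15, limma adjusted p = 1.06e-25). All 18 tested genes of a plasma cell identity list rose (18 adjusted over the list alone, median log2 fold 5.83, limma's camera, adjusted p = 2.23e-17), and 15 of them also stand in the paper's Supplementary Table 1. All 28 genes of a B cell identity list fell (28 adjusted over the list alone, median log2 fold -5.20, camera, adjusted p = 1.46e-13), among them Cxcr5, the chemokine receptor that guides B cells to follicles, at -11.19 (SE 0.53, limma adjusted p = 9.67e-17). Pax5, the transcription factor that maintains B cell identity, was at 46.4 ± 7.47 (SD, n = 4) TPM in follicular B cells and was listed at 0 in all 4 libraries of IgA+ BM plasma cells. The number of genes was 271 on log2(TPM + 1), 436 on log2(TPM + 0.1) and 268 when the values were normalized with immunoglobulin genes.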

Comparing our results to the plasma cell signature published in Shi et al. (40) revealed several differences that are likely the result of varying frequencies of IgA plasma cells resulting from likely microbiome differences between facilities (7) and our use of both marginal zone (41) and follicular B cells instead of follicular B cells alone to develop our plasma cell signature (**Figure S2C**). Functional enrichment analysis of these genes showed more than half of the enriched GO terms to be related to ER function (**Figure S2D**). 

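Genes of the endoplasmic reticulum were higher in plasma cells as a group. All 35 tested members of a list of ER chaperones and unfolded protein response genes rose over B cells (35 adjusted over the list alone, median log2 fold 3.57, limma's camera, adjusted p = 1.36e-26), 20 of which also stand in the paper's Supplementary Table 1. Kdelr3, a receptor that returns ER proteins from the Golgi (GRCm38 chromosome 15 from 79516411 to 79527739), had a log2 fold change of 9.26 (SE 0.29, limma adjusted p = 1.55e-20). Derl3, a component of ER-associated degradation, had one of 7.26 (SE 0.11, limma adjusted p = 2.63e-27). Xbp1, the transcription factor of the unfolded protein response that plasma cells require, had one of 5.08 (SE 0.08, limma adjusted p = 2.63e-27). Hspa5, which encodes the ER chaperone BiP (GRCm38 chromosome 2 from 34771970 to 34777547), was at 4099.5 ± 794 (SD, n = 3) TPM in IgM+ BM plasma cells, 3815 ± 1002 (SD, n = 4) in IgM/A- BM plasma cells, 3880.1 ± 1902 (SD, n = 4) in IgA+ BM plasma cells, 2806 ± 925 (SD, n = 4) in IgA+ siLP plasma cells and 3547 ± 775 (SD, n = 5) in IgA-/- siLP plasma cells. Hspa5 stood at 696 ± 87.3 (SD, n = 4) in follicular B cells. Its log2 fold change over B cells was 2.73 (SE 0.13, limma adjusted p = 8.26e-17).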

Given how the composition of isotypes varied the expression of non-immunoglobulin plasma cell signature genes, we sought to analyze isotype-specific gene expression between all plasma cell subsets, without respect to immunoglobulin itself. We identified 1757 genes significantly differentially expressed between all plasma cell subsets. 

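The widest ranges of group means among the 5 plasma cell groups were those of Sell, Lyz2, Apol7c, Tgfbi and Pla2g7. Sell, which encodes L-selectin, a homing receptor for lymph nodes (GRCm38 chromosome 1 from 164061982 to 164084181), was at 206 ± 146 (SD, n = 3) TPM in IgM+ BM plasma cells, 5.17 ± 2.41 (SD, n = 4) TPM in IgM/A- BM plasma cells and 0.383 ± 0.201 (SD, n = 4) TPM in IgA+ BM plasma cells. The means of IgM+ BM plasma cells and IgA+ siLP plasma cells lay 11.05 apart on the log2 scale. Il1b, an inflammatory cytokine of myeloid cells, was at 76.4 ± 71.7 (SD, n = 5) TPM in IgA-/- siLP plasma cells and listed at 0 in IgM+ BM plasma cells and IgA+ BM plasma cells. Apol7c was at 45.3 ± 33.7 (SD, n = 5) TPM in IgA-/- siLP plasma cells and listed at 0 in all 11 BM libraries. The IgA-/- siLP plasma cells are also the group with the highest sum of macrophage transcripts. In all, 4495 genes differed among the 5 groups by limma's F test at an adjusted p under 0.05 with a range of group means over 2-fold. Among the 4 groups without the IgA-/- siLP plasma cells, 1761 genes differed, and with no filter on low values 7370 differed among the 5 groups.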

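Genes of cholesterol synthesis and uptake were higher in the mean of both IgA+ groups than in that of IgM+ BM plasma cells and IgM/A- BM plasma cells. Of 26 tested genes of the list, 16 rose and none fell at an adjusted p under 0.05 from limma (19 rose adjusted over the list alone, median log2 fold 0.56, camera, adjusted p = 1.60e-10). Ldlr, the receptor that takes up LDL, had a log2 fold change of 1.73 (SE 0.22, limma adjusted p = 1.71e-06), Sqle, which makes squalene epoxide, 1.67 (SE 0.20, limma adjusted p = 3.89e-07), and Fdps, which makes farnesyl diphosphate, 1.07 (SE 0.11, limma adjusted p = 3.61e-08). In IgA+ BM plasma cells alone, 6 of the 26 rose and none fell (7 adjusted over the list alone, median 0.27, camera, adjusted p = 0.000771, and 0.461 with an estimated correlation). Ldlr was at 6.62 ± 2.11 (SD, n = 4) TPM in IgA+ BM plasma cells and 19.1 ± 8.67 (SD, n = 4) TPM in IgA+ siLP plasma cells. It was at 7.15 ± 3.52 (SD, n = 4) TPM in IgM/A- BM plasma cells and 2.41 ± 0.906 (SD, n = 3) TPM in IgM+ BM plasma cells. Of 27 cytosolic heat shock genes, which fold proteins in the cytosol, 10 rose and none fell over both IgA+ groups (14 adjusted over the list alone, median 0.50, camera, adjusted p = 4.11e-06, and 0.17 with an estimated correlation). In IgA+ BM plasma cells alone the heat shock list did not pass the test. The median of the cholesterol list was smaller on other scales, at 0.228 on log2(TPM + 1), 0.270 on log2(TPM + 0.1) and 0.158 with immunoglobulin genes in the normalization, and the list passed on each. Some members of these lists also stand in the paper's Supplementary Table 1, 7 of the cholesterol and 11 of the heat shock genes.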

Hierarchical clustering of these genes showed that there was a strong association between the IgA^+^ plasma cells in the BM and siLP, with genes coregulated in these samples being enriched for cytoplasmic heat shock proteins and cholesterol homeostasis (**Figures S2C, E–G**). To better determine isotype specific gene expression, we prepared contrast matrices to determine genes differentially upregulated in each isotype versus all other isotypes with IgA-specific gene expression being defined as genes upregulated in either BM or siLP IgA^+^ plasma cells over IgM^+^ and IgG^+^ plasma cells (**Figure 5A**). IgM^+^ plasma cell genes were functionally related to B cell activation and BCR signaling (**Figures 5A–C**). 

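B cell genes were higher in IgM+ BM plasma cells than in IgM/A- BM plasma cells, IgA+ BM plasma cells and IgA+ siLP plasma cells. Of 28 B cell identity genes, 20 rose over the mean of the other 3 groups and none fell at an adjusted p under 0.05 from limma (21 rose and 1 fell adjusted over the list alone, median log2 fold 2.22, camera, adjusted p = 5.67e-17). Fcer2a, which encodes CD23, the low-affinity IgE receptor of B cells, was at 5.80 ± 3.99 (SD, n = 3) TPM in IgM+ BM plasma cells and 873 ± 86.7 (SD, n = 4) TPM in follicular B cells. Sell had a log2 fold change over the other groups of 8.06 (SE 0.62, limma adjusted p = 9.27e-10) and Faim3, the receptor for the Fc part of IgM, 4.83 (SE 0.49, limma adjusted p = 8.65e-08). Of 28 B cell receptor signalling genes, 12 rose and none fell (13 rose and 1 fell adjusted over the list alone, median 0.36, camera, adjusted p = 2.88e-07). Vav3, an exchange factor downstream of the receptor, was at 3.07 (SE 0.39, limma adjusted p = 2.49e-06), Cd22, an inhibitory co-receptor, at 3.07 (SE 0.68, limma adjusted p = 0.00242) and Blk, a Src family kinase, at 2.61 (SE 0.40, limma adjusted p = 3.80e-05). In each of the 3 contrasts, 72 genes passed the thresholds for IgM+ BM plasma cells. The 10 with the largest smallest fold were Fgf1, Plcl1, Sell, Sh2d2a, Aire, Fcer2a, Ggh, Il4i1, Fam167a and Matn2. Fgf1, a fibroblast growth factor, was at 3.25 ± 0.511 (SD, n = 3) TPM in IgM+ BM plasma cells and listed at 0 in all 4 libraries of IgA+ BM plasma cells. The number of genes was 38 without replicate 3 and 41 without replicate 1 of the IgM+ BM plasma cells, 137 at an adjusted p under 0.05, and 325 with 1 contrast against the mean of the other groups.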

IgG-specific genes were few but included the IL-7 receptor (*Il7ra)* and Cxcr3 (**Figures 5A, D** **)**, consistent with the association of T-bet/Cxcr3 expression with IgG2c (42). 

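Il7r, the alpha chain of the IL-7 receptor (GRCm38 chromosome 15 from 9505788 to 9530176), was at 0.827 ± 0.659 (SD, n = 4) TPM in IgM/A- BM plasma cells and listed at 0 in all 4 libraries of IgA+ BM plasma cells (limma, adjusted p = 3.09e-07 against the mean of the other groups). Cxcr3, a chemokine receptor for CXCL9 and CXCL10 (GRCm38 chromosome X from 101731535 to 101734269), was at 122 ± 39.3 (SD, n = 4) TPM in IgM/A- BM plasma cells, 35.0 ± 45.2 (SD, n = 3) in IgM+ BM plasma cells, 41.1 ± 4.75 (SD, n = 4) in IgA+ BM plasma cells and 4.44 ± 2.09 (SD, n = 4) in IgA+ siLP plasma cells. Its log2 fold change over the mean of the other groups was 3.00 (SE 0.42, limma adjusted p = 2.53e-05), but it did not pass in each of the 3 contrasts and was called in 3 of 43 other settings. Slpi, a secreted protease inhibitor, was at 2.87 (SE 0.34, limma adjusted p = 1.72e-06) and Spry2, an inhibitor of receptor tyrosine kinase signalling, at 2.54 (SE 0.38, limma adjusted p = 5.42e-05). In all, 14 genes passed in each of the 3 contrasts, and the 10 with the largest smallest fold were Il7r, Cox4i2, S100a4, Tmprss13, Spry2, Slpi, Gm7389, Oip5, Fgd2 and Gadd45g. Of 40 cell cycle genes, 29 rose and 1 fell in IgM/A- BM plasma cells (32 rose and 2 fell adjusted over the list alone, median log2 fold 1.33, camera, adjusted p = 1.16e-22, and 0.16 with an estimated correlation). Cenpe, a kinetochore motor, was at 1.77 (SE 0.29, limma adjusted p = 0.000169) and Plk1, a mitotic kinase, at 1.82 (SE 0.44, limma adjusted p = 0.00754). Of 23 NF-kB response genes, 12 fell and none rose (14 fell and 1 rose adjusted over the list alone, median -0.74, camera, adjusted p = 2.28e-10, and 0.0714 with an estimated correlation), among them Tnfaip3, the inhibitor A20, at -1.52 (SE 0.23, limma adjusted p = 5.15e-05). Replicate 2 of the IgM/A- BM plasma cells is the library with erythroid and neutrophil transcripts. The number of genes was 4 without replicate 3 of the IgM/A- BM plasma cells, 7 without replicate 3 of the IgM+ BM plasma cells and 9 without replicate 1 or replicate 3 of the IgA+ BM plasma cells, and 151 with 1 contrast against the mean of the other groups.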

IgA-specific genes were the largest group and included genes functionally related to heat shock, negative regulation of signaling, and a large group of histone genes associated with SLE (**Figures 5A, E, F** **)** (43). 

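Histone genes and an HSP70 family gene were among those higher in IgA+ plasma cells than in IgM+ BM plasma cells and IgM/A- BM plasma cells. Of 54 replication-dependent histone genes, 13 rose over the mean of both IgA+ groups and none fell at an adjusted p under 0.05 from limma (13 adjusted over the list alone, median log2 fold 0.68, camera, adjusted p = 0.000485, and 0.287 with an estimated correlation). In all, 10 of the list also stand in the paper's Supplementary Table 1. Hist1h4n was at 2.17 (SE 0.52, limma adjusted p = 0.00377) and Hist1h2bq at 2.01 (SE 0.44, limma adjusted p = 0.00174). In IgA+ BM plasma cells alone, 1 of the 54 rose and none fell (median -0.14, camera, adjusted p = 0.421), with 1 adjusted over the list alone. Hspa2, an HSP70 family member, was at 1.68 (SE 0.18, limma adjusted p = 6.79e-08) over both IgA+ groups. The transcriptional regulators Tox and Tox2 were at 3.28 (SE 0.33, limma adjusted p = 3.81e-08) and 2.62 (SE 0.31, limma adjusted p = 4.03e-07), and Tigit, an inhibitory receptor, at 1.46 (SE 0.31, limma adjusted p = 0.00132). Genes higher in IgA+ BM plasma cells or in IgA+ siLP plasma cells than in both IgM+ BM plasma cells and IgM/A- BM plasma cells numbered 192, with 53 from the marrow and 175 from the siLP. The number was 309 with voom weights on TPM, 113 with immunoglobulin genes in the normalization, 120 on log2(TPM + 0.1) and 465 with 1 contrast against the mean of the other groups. In the siLP the largest folds were those of Hspa1b, Hspa1a, Mgat3, Il34 and Rnase2b, and in the marrow those of Mgat3, Gcsam, Il34, Lat and Klrb1. Histone transcripts of these genes mostly lack poly(A) tails, so their level in cDNA primed on poly(A) depends on the capture.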

Interestingly there were genes related to cell positioning that were shared between the siLP and BM IgA^+^ samples as compared with other BM plasma cell isotypes, such as higher expression of Ccr9 and Ccr10 and lower expression of surface CXCR4 which was confirmed by flow cytometry (**Figures 5F**, **S3A**). These results indicate that BM IgA^+^ plasma cells use a different program to home to the BM than other isotypes. 

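Ccr9, the receptor for CCL25 of the small intestine (GRCm38 chromosome 9 from 123678439 to 123784330), was at 31.1 ± 11.6 (SD, n = 4) TPM in IgA+ BM plasma cells and 73.8 ± 31.6 (SD, n = 4) TPM in IgA+ siLP plasma cells. Ccr9 stood at 4.09 ± 2.82 (SD, n = 3) in IgM+ BM plasma cells and 3.50 ± 1.81 (SD, n = 4) in IgM/A- BM plasma cells. In IgA-/- siLP plasma cells it was also high, at 47.5 ± 8.94 (SD, n = 5). Ccr10, the receptor for the mucosal chemokine CCL28 (GRCm38 chromosome 11 from 101172997 to 101175443), was at 296 ± 43.9 (SD, n = 4) TPM in IgA+ BM plasma cells and 298 ± 102 (SD, n = 4) TPM in IgA+ siLP plasma cells. Ccr10 stood at 25.5 ± 10.9 (SD, n = 3) in IgM+ BM plasma cells and 37.7 ± 17.1 (SD, n = 4) in IgM/A- BM plasma cells. In IgA-/- siLP plasma cells it was at 177 ± 26.5 (SD, n = 5), so neither receptor was high only with the IgA isotype. The log2 fold changes over both IgA+ groups were 4.09 (SE 0.33, limma adjusted p = 6.27e-10) for Ccr9 and 3.62 (SE 0.35, limma adjusted p = 1.58e-08) for Ccr10. Cxcr4, the receptor for CXCL12 that retains plasma cells in the marrow (GRCm38 chromosome 1 from 128588199 to 128592293), was at 53.3 ± 13.7 (SD, n = 3) TPM in IgM+ BM plasma cells, 35.2 ± 15.4 (SD, n = 4) in IgM/A- BM plasma cells, 15.4 ± 3.62 (SD, n = 4) in IgA+ BM plasma cells and 13.7 ± 3.44 (SD, n = 4) in IgA+ siLP plasma cells. For Cxcr4 the log2 fold change was -1.24 (SE 0.21, limma adjusted p = 9.88e-05). Gpr15, a homing receptor for the large intestine, was at 1.80 (SE 0.37, limma adjusted p = 0.000826). Of 11 gut and mucosal homing genes, 5 rose and none fell (5 rose and 2 fell adjusted over the list alone, median 0.13, camera, adjusted p = 0.00193), and 5 also stand in the paper's Supplementary Table 1. In IgA+ BM plasma cells alone, 4 rose and 2 fell (median -0.02, camera, adjusted p = 0.269), and the list did not pass. From the shared expression of these positioning genes, with surface CXCR4 measured by flow cytometry, the paper proposes that IgA+ BM plasma cells home to the marrow by another program than the other isotypes.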

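At the RNA level, IgA+ BM plasma cells exceeded IgM+ BM plasma cells and IgM/A- BM plasma cells in transcripts of Ccr9, by a log2 fold change of 3.34 (SE 0.40, limma adjusted p = 1.36e-06). Their level lay -1.51 from that of IgA+ siLP plasma cells on the log2 scale (limma, adjusted p = 0.0631). Itgb7, the beta 7 integrin chain, was at 344 ± 47.5 (SD, n = 4) TPM in IgA+ BM plasma cells, 316 ± 139 (SD, n = 4) in IgA+ siLP plasma cells, 134 ± 28.6 (SD, n = 4) in IgM/A- BM plasma cells and 50.1 ± 20.0 (SD, n = 3) in IgM+ BM plasma cells. For Itgb7 the log2 fold change in IgA+ BM plasma cells was 2.24 (SE 0.17, limma adjusted p = 1.24e-09). Itga4, the alpha 4 chain, was at 78.1 ± 14.9 (SD, n = 4) TPM in IgA+ BM plasma cells, with a log2 fold change over IgM+ BM plasma cells and IgM/A- BM plasma cells of 0.40 (SE 0.14, limma adjusted p = 0.0766). The beta 1 chain Itgb1, which also pairs with alpha 4, was at -0.66 (SE 0.14, limma adjusted p = 0.00263).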

Further characterization of these cells by flow cytometry revealed that BM IgA^+^ plasma cells were negative for the gut homing chemokine receptor CCR9, despite having high levels of RNA transcripts and surface expression of the integrin heterodimer α_4_β_7_ (**Figure S3A**). 

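Mgat3, a glycosyltransferase that adds bisecting N-acetylglucosamine (GRCm38 chromosome 15 from 80173721 to 80215519), was at 8.45 ± 1.05 (SD, n = 4) TPM in IgA+ BM plasma cells and 8.95 ± 3.59 (SD, n = 4) TPM in IgA+ siLP plasma cells. Its means were 0.166 in IgM+ BM plasma cells and 0.154 in IgM/A- BM plasma cells. Mgat3 was also high in IgA-/- siLP plasma cells, at 5.32 ± 0.535 (SD, n = 5) TPM, so its level was not tied to the IgA isotype alone. Its log2 fold change over both IgA+ groups was 6.26 (SE 0.42, limma adjusted p = 2.32e-11). Runx2, a transcription factor of the Runt family, was at 3.43 (SE 0.39, limma adjusted p = 2.02e-07), and Klrb1, an NK cell receptor gene, at 5.10 (SE 0.54, limma adjusted p = 7.32e-08). In both IgA+ BM plasma cells and IgA+ siLP plasma cells, 36 genes were higher than in each of IgM+ BM plasma cells and IgM/A- BM plasma cells, and the 10 with the largest smallest fold were Mgat3, Gcsam, Il34, Klrb1, Lat, Asb2, Ccr9, Ccr10, Runx2 and Sgpp2. Il34, a cytokine that binds the CSF1 receptor, was at 2.10 ± 1.28 (SD, n = 4) TPM in IgA+ BM plasma cells and 2.56 ± 1.41 (SD, n = 4) TPM in IgA+ siLP plasma cells and was listed at 0 in all libraries of IgM+ BM plasma cells and IgM/A- BM plasma cells. Both comparisons use the same IgM+ BM plasma cells and IgM/A- BM plasma cells libraries. In 20 simulations all plasma cell libraries were redrawn around a common mean, and the lists shared 0 genes on average. Draws without a group effect leave little to share, so the 0 does not measure what the shared libraries add. Independent lists of 53 and 175 genes would share 0.677. Part of the excess may come from the shared libraries, since the 3 libraries of IgM+ BM plasma cells cannot be divided into parts of at least 2 libraries each. The covariance of the log2 fold changes was 0.423, against 0.078 in the simulations. The simulated value holds the random spread of the shared libraries, so that spread alone does not give the excess in covariance. A real deviation of the shared groups, which enters both comparisons, was not in the draws.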

To further examine IgA^+^ plasma cell gene expression as it relates to tissue, we identified genes that were up or down regulated in common between the siLP and BM samples (**Figures S3B, C**). 

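Smad3, a transducer of TGF-beta signals, was at 6.38 ± 1.32 (SD, n = 3) TPM in IgM+ BM plasma cells and 4.92 ± 2.77 (SD, n = 4) in IgM/A- BM plasma cells. Smad3 stood at 0.385 ± 0.349 (SD, n = 4) in IgA+ BM plasma cells and 0.0297 ± 0.0332 (SD, n = 4) in IgA+ siLP plasma cells. For Smad3 the log2 fold change was -5.47 (SE 0.45, limma adjusted p = 9.12e-10). Pld4, a nuclease that limits signalling of nucleic acid sensors, was at -4.005 (SE 0.26, limma adjusted p = 1.45e-11), Bank1, a B cell adaptor, at -5.29 (SE 0.64, limma adjusted p = 6.39e-07) and Mapk12, a p38 MAP kinase, at -5.80 (SE 0.64, limma adjusted p = 1.42e-07). Cd36, a scavenger receptor for lipids, was at 10.4 ± 7.38 (SD, n = 3) TPM in IgM+ BM plasma cells and 2.69 ± 1.76 (SD, n = 4) TPM in IgM/A- BM plasma cells and was listed at 0 in all 4 libraries of IgA+ BM plasma cells. In all, 47 genes were lower in both IgA+ groups than in each of IgM+ BM plasma cells and IgM/A- BM plasma cells, led by Cd36, Mapk12, Bank1, Serpinb1a, Havcr1, Smad3, Pld4, Amica1, Cpq and Sell, the 10 with the largest smallest fold. The same simulations shared 0 genes on average, which again does not measure what the shared libraries add. Independent lists of 79 and 156 genes would share 0.899. Normalized with immunoglobulin genes, 137 genes were lower and 23 higher in both.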

Upregulated genes were enriched for functions associated with intestinal IgA production, while downregulated genes were enriched for inflammatory mediator functions.

**Figure 5:**
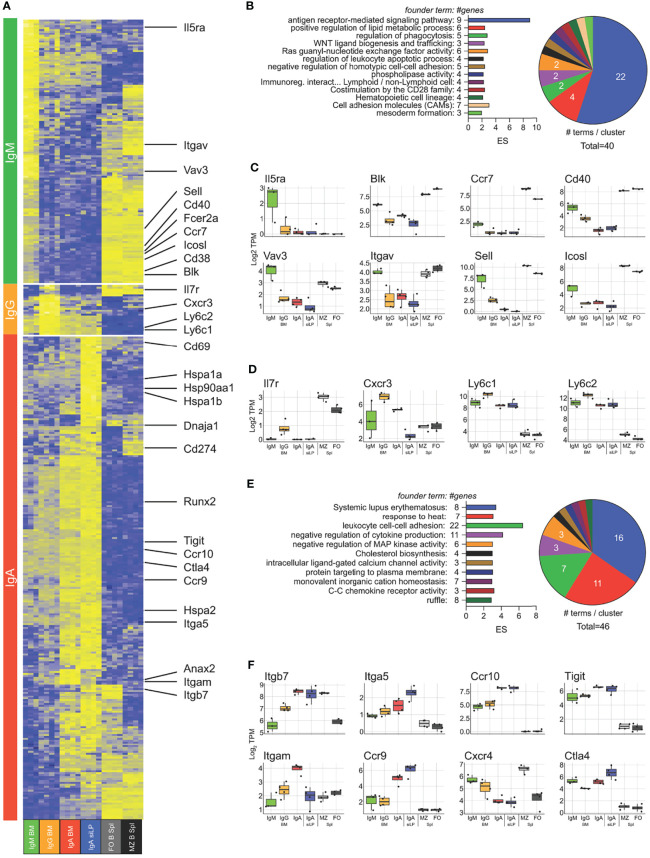
Isotype-specific gene expression crosses tissue boundaries. RNA-seq was performed on isotype-specific plasma cells twice sorted from BM and siLP of B6.Blimp1^+/GFP^ mice as in **Figure 1A**. **(A)** Genes upregulated in each isotype over remaining isotypes by at least 2-fold with an adjusted P value <.01 are shown with focus genes highlighted. IgA specific genes are the union of each organ-specific genelist. Lists of differentially-expressed genes are found in **Supplementary Table 1**. **(B)** Gene ontology cluster enrichment analysis for IgM plasma cell-specific genes is shown. For each cluster, the founder term was chosen as the term with the most significant Bonferroni step down adjusted P value. The number of genes for the cluster term is shown following the term name. The enrichment score [-log_10_(adj-P)] is shown as bar length while the pie slice indicates number of enriched terms grouped in each cluster. **(C, D)** The log_2_ TPM magnitude of expression of selected IgM^+^ and IgG^+^ plasma cell-specific genes, respectively, is shown as the mean (bar), 75% c.i. (box), 95% c.i. (whisker) and individual animal data points (jitter). **(E)** Gene ontology cluster enrichment of IgA-specific genes from both BM and LP is displayed as in **(B)**. **(F)** Log_2_ TPM magnitude of expression of IgA^+^ plasma cell-specific is displayed as in **(C)**. Differential gene expression in **(A)** was determined by empirical Bayes method with Benjamini and Hochberg correction for multiple comparisons.

We then sought to determine what tissue-driven gene expression differences exist between the siLP and BM PC compartments. 

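Both siLP groups differed from the BM plasma cells, and the IgA-/- siLP plasma cells did so in more genes. In IgA+ siLP plasma cells, 57 genes were higher and 29 lower than in each of the 3 BM groups, and in IgA-/- siLP plasma cells 828 were higher and 560 lower. The IgA-/- siLP plasma cells were sorted on Blimp-GFP without IgA. Their libraries had 6558 to 11498 genes at 0 TPM, against 14733 to 15585 in IgA+ siLP plasma cells and at least 14462 in BM libraries. How far the sort or the making of the libraries adds to the counts of this group was not tested. The balance in IgA+ siLP plasma cells turned on other scales, to 40 higher and 45 lower on log2(TPM + 1) and to 34 and 62 on log2(TPM + 0.1). That of IgA-/- siLP plasma cells turned to 484 and 540 with a filter of at least 5 TPM and to 645 and 683 with quantile normalization, which was chosen after seeing the data. Of these, 38 were higher and 8 lower in both siLP groups, among them Cd69, Nr4a1, Dusp4, Tagap and Ldlr (higher) and S1pr1, Ms4a1 and Il13ra1 (lower). Tagap, a GTPase-activating protein of lymphocytes, was at 3.69 (SE 0.21, limma adjusted p = 1.58e-12) in IgA+ siLP plasma cells and at 4.11 (SE 0.20, limma adjusted p = 1.15e-15) in IgA-/- siLP plasma cells. Ms4a1, which encodes CD20, was at -4.49 (SE 0.24, limma adjusted p = 1.12e-12) and -3.22 (SE 0.23, limma adjusted p = 3.97e-12). Both comparisons use the same 11 BM libraries. Simulations redrawn without a group effect shared 0 genes on average, which does not measure what the shared libraries add. Independent lists would share 3.44 higher and 1.18 lower genes. The covariance of the log2 fold changes was 0.392, against 0.050 in 20 simulations. The simulated value holds the random spread of the shared libraries, drawn for each gene apart, so that spread alone does not give the excess. The draws held no difference between groups. A real deviation of the shared BM groups, which enters both comparisons, was thus not covered. Between IgA+ siLP plasma cells and IgA-/- siLP plasma cells, 748 genes were higher and 1253 lower in the former at 2-fold and an adjusted p under 0.01 from limma. With voom weights on TPM these were 964 and 721, with a filter of at least 5 TPM 710 and 706, and with quantile normalization 954 and 894. They were 435 and 2351 with immunoglobulin genes in the normalization, 745 and 2076 with no filter and 537 and 1563 on log2(TPM + 0.1). Macrophage and monocyte genes stood among those higher in IgA-/- siLP plasma cells, with 14 of 16 higher than in BM plasma cells and none lower (15 adjusted over the list alone, median log2 fold 6.36, camera, adjusted p = 2.22e-08, and 0.117 with an estimated correlation). The same list was also higher in IgA+ siLP plasma cells than in BM plasma cells, with 7 genes higher and 2 lower (10 and 2 adjusted over the list alone, median 2.42, camera, adjusted p = 0.000208, and 0.226 with an estimated correlation). The mean summed TPM of the list there was not above that of IgM+ BM plasma cells or IgM/A- BM plasma cells. The TPM of a library do not sum to a common total, so that order does not rank the groups. They summed to 447296 to 695387 in IgA+ siLP plasma cells and to 803682 to 818714 in IgM+ BM plasma cells. C1qa, a chain of complement C1q (GRCm38 chromosome 4 from 136895917 to 136898803), was at 133 ± 100.4 (SD, n = 5) TPM in IgA-/- siLP plasma cells and 5.66 ± 4.93 (SD, n = 4) TPM in IgA+ siLP plasma cells, at 8.99 (SE 0.73, limma adjusted p = 7.47e-11) and 4.72 (SE 0.79, limma adjusted p = 0.000113) over the BM groups. Of 29 interferon response genes, 26 rose and 1 fell in IgA-/- siLP plasma cells (26 and 1 adjusted over the list alone, median 1.72, camera, adjusted p = 2.45e-08, and 0.052 with an estimated correlation). Cebpb, a transcription factor, was at 1.91 ± 0.856 (SD, n = 5) TPM in IgA-/- siLP plasma cells and 66.4 ± 34.0 (SD, n = 4) TPM in IgA+ siLP plasma cells, a log2 fold change between them of 5.33 (SE 0.25, limma adjusted p = 2.73e-15). Without replicate 4 of the IgM+ BM plasma cells 680 genes were higher in IgA-/- siLP plasma cells, and without replicate 2 of the IgM/A- BM plasma cells and replicate 5 of the IgA-/- siLP plasma cells together 735 were higher and 570 lower.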

To isolate the effect of location in the siLP from IgA expression, we compared the plasma cell samples described above with siLP plasma cells from IgA^-/-^ mice. The isotypes present in siLP plasma cells of the IgA^-/-^ mice consisted primarily of IgG2b (61%), IgG1 (23.5%), and IgM (12%) (**Figure S3D**). 

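Among heavy chain constant region transcripts of IgA-/- siLP plasma cells, Ighg1 took 41.0% ± 9.26 (SD, n = 5, range 31.0% to 53.7%), Ighg2b 36.9% ± 5.42 (SD, n = 5, range 29.2% to 41.6%), Ighm 7.77% ± 1.12 (SD, n = 5) and Ighg2c 6.55% ± 0.513 (SD, n = 5). Ighg2b was above Ighg1 in 3 of the 5 animals, and without replicate 5 the order of the means turned, to 38.8% Ighg2b and 37.8% Ighg1. These are shares of summed TPM and not of cells, and a plasma cell may hold more or less transcript of its isotype than another.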

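S1pr1, the receptor for sphingosine-1-phosphate that lets lymphocytes leave lymphoid tissue (GRCm38 chromosome 3 from 115710433 to 115715072), was at 1.03 ± 0.469 (SD, n = 4) TPM in IgA+ siLP plasma cells and 0.73 ± 0.579 (SD, n = 5) TPM in IgA-/- siLP plasma cells. S1pr1 stood at 7.10 ± 2.02 (SD, n = 3) in IgM+ BM plasma cells, 7.11 ± 2.92 (SD, n = 4) in IgM/A- BM plasma cells and 8.90 ± 3.85 (SD, n = 4) in IgA+ BM plasma cells. Its log2 fold change against the mean of the BM groups was -2.53 (SE 0.39, limma adjusted p = 3.67e-05) in IgA+ siLP plasma cells and -3.58 (SE 0.36, limma adjusted p = 4.02e-09) in IgA-/- siLP plasma cells. Tnfrsf8, which encodes CD30 (GRCm38 chromosome 4 from 145267137 to 145315164), reached at most 2.15 TPM in any library and was not tested, being below the filter on low values. Its mean was 0.630 TPM ± 0.568 (SD, n = 3) in IgM+ BM plasma cells, 0.749 ± 0.936 (SD, n = 4) in IgM/A- BM plasma cells, 0.355 ± 0.229 (SD, n = 4) in IgA+ BM plasma cells, 0.0280 ± 0.0392 (SD, n = 4) in IgA+ siLP plasma cells and 0.305 ± 0.355 (SD, n = 5) in IgA-/- siLP plasma cells. Of 19 lymphoid and marrow homing genes, 6 fell and 2 rose in IgA+ siLP plasma cells (7 fell and 2 rose adjusted over the list alone, median log2 fold -0.54, camera, adjusted p = 0.00336, and 0.122 with an estimated correlation). Nucb2, a calcium-binding protein, had the largest smallest fold among the 29 genes lower in IgA+ siLP plasma cells, at -5.97 (SE 0.35, limma adjusted p = 2.13e-12), followed by Pglyrp1, a peptidoglycan recognition protein, at -3.63 (SE 0.28, limma adjusted p = 4.10e-10). Ltb, which encodes lymphotoxin beta, was at -3.50 (SE 0.35, limma adjusted p = 4.85e-08). S1pr3, a receptor of the S1pr1 family, was at 0.0154 ± 0.0308 (SD, n = 4) TPM in IgA+ siLP plasma cells, 0.214 ± 0.0776 (SD, n = 5) TPM in IgA-/- siLP plasma cells and listed at 0 in all 4 libraries of IgA+ BM plasma cells. Without replicate 4 of the IgA+ BM plasma cells 19 genes were lower, and with voom weights computed on TPM 15.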

Genes downregulated specifically in siLP samples included those required for emigration from secondary lymphoid structures, such as S1pr1, and genes that modulate lymphoid activation, such as the gene encoding CD30 (*Tnfrsf8*) (**Figure 6A**). 

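Hspa1a and Hspa1b, near-identical inducible HSP70 genes next to each other on chromosome 17 of GRCm38 (34969190 to 34972156 and 34956436 to 34959238), had the largest folds. Hspa1a was at 1034 ± 567 (SD, n = 4) TPM in IgA+ siLP plasma cells and 693 ± 419 (SD, n = 5) TPM in IgA-/- siLP plasma cells. Hspa1a stood at 7.26 ± 2.84 in IgM+ BM plasma cells (SD, n = 3). For Hspa1a the log2 fold change over the BM groups was 7.48 (SE 0.42, limma adjusted p = 1.12e-12) in IgA+ siLP plasma cells. Hspa1b was at 7.55 (SE 0.42, limma adjusted p = 1.12e-12), and reads shared between the pair leave the split between them uncertain, as for Gm20481, which overlaps Hspa1a. Of 27 cytosolic heat shock genes, 14 rose and none fell in IgA+ siLP plasma cells (16 adjusted over the list alone, median log2 fold 0.64, camera, adjusted p = 1.97e-14). Dnajb1, an HSP40 co-chaperone, was at 2.41 (SE 0.22, limma adjusted p = 9.22e-09) and Hsp90aa1 at 2.05 (SE 0.19, limma adjusted p = 1.04e-08). The heat shock median was 0.239 on log2(TPM + 1), 0.241 on log2(TPM + 0.1) and 0.361 with immunoglobulin genes in the normalization, and the list passed on each. Cd69, an early activation marker that opposes S1pr1 (GRCm38 chromosome 6 from 129267325 to 129275436), was at 540.4 ± 305 (SD, n = 4) TPM in IgA+ siLP plasma cells and 519 ± 145 (SD, n = 5) TPM in IgA-/- siLP plasma cells. For Cd69 the log2 fold change was 4.37 (SE 0.24, limma adjusted p = 1.12e-12) in the former. Of 18 dual specificity phosphatase genes, 5 rose and 1 fell (7 and 1 adjusted over the list alone, median 0.33, camera, adjusted p = 0.00336, and 0.0822 with an estimated correlation). Dusp4 (GRCm38 chromosome 8 from 34807297 to 34819894) was at 4.57 (SE 0.51, limma adjusted p = 2.99e-07), Dusp8 at 3.96 (SE 0.71, limma adjusted p = 0.000292) and Dusp2 at -1.85 (SE 0.26, limma adjusted p = 9.04e-06). Of 19 inhibitory receptor and exhaustion genes, 5 rose and 3 fell (7 and 3 adjusted over the list alone, median 0.77, camera, adjusted p = 0.00464, and 0.0635 with an estimated correlation). Ctla4, an inhibitory receptor (GRCm38 chromosome 1 from 60887000 to 60915832), was at 2.29 (SE 0.43, limma adjusted p = 0.000413). Cd274, which encodes PD-L1 (GRCm38 chromosome 19 from 29367455 to 29388095), was at 1.10 (SE 0.14, limma adjusted p = 2.00e-06) and Pdcd1, which encodes PD-1, at -3.60 (SE 0.82, limma adjusted p = 0.00308). These folds are against the mean of the 3 BM groups, and Dusp8, Ctla4 and Cd274 were not among the 57 genes higher in IgA+ siLP plasma cells than in each of them (called in 10, 6 and 1 of 43 other settings). Immediate early genes other than heat shock genes, which respond within minutes to many stimuli, moved with these groups, as 16 of 35 rose and 1 fell (17 and 3 adjusted over the list alone, median 0.51, camera, adjusted p = 2.58e-08, and 0.122 with an estimated correlation). Replicate 4 of the IgA+ siLP plasma cells had the lowest Hspa1a and Cd69 of its group, at 214.6 and 203.5 TPM.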

Genes upregulated in siLP samples were enriched for functions important in protein processing in the cytosol such as the HSP70 family members Hspa1a and Hspa1b, negative regulation of map kinase signaling such as Dusp4 and Dusp8, and several inhibitory markers often associated with T cell exhaustion and tissue residency, such as Ctla4, PD-L1 (*Cd274*) and CD69 (**Figures 6A, B** **)**. We then examined correlation of the activation marker CD69 and several activation-induced inhibitory modulators to infer environmental cues affecting gene expression in siLP plasma cells (**Figure 6C**). We observed strong correlation between CD69 expression and both Nur-77 (*Nr4a1*) and Dusp4 in siLP samples. 

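Over the 9 siLP libraries (4 IgA+ siLP plasma cells and 5 IgA-/- siLP plasma cells), log2(TPM + 1) of Cd69 rose with that of Nr4a1, a nuclear receptor induced by antigen receptor signals (GRCm38 chromosome 15 from 101254269 to 101274795), with Pearson's r of 0.981 (exact permutation, two-sided, p = 5.51e-06, adjusted p = 2.20e-05 over the 4 genes compared). Spearman's rho was 0.983 (exact permutation, p = 4.96e-05, adjusted p = 0.000198). With Dusp4, a phosphatase that inactivates MAP kinases, r was 0.935 (exact permutation, p = 0.00046, adjusted p = 0.00092) and rho 0.850 (exact permutation, p = 0.00607, adjusted p = 0.0121). Nr4a1 was at 17.8 ± 18.6 (SD, n = 4) TPM in IgA+ siLP plasma cells and 17.8 ± 13.5 (SD, n = 5) TPM in IgA-/- siLP plasma cells, and its log2 fold change over the BM groups was 4.91 (SE 0.58, limma adjusted p = 9.22e-07) in the former. Dusp4 was at 4.99 (SE 0.47, limma adjusted p = 1.36e-09) in IgA-/- siLP plasma cells. With the group means removed, r was 0.982 for Nr4a1 and 0.949 for Dusp4. The summed TPM differ between siLP libraries, and on the deposited normalized values r was 0.957 for Nr4a1 (exact permutation, adjusted p = 0.000132) and 0.877 for Dusp4 (exact permutation, adjusted p = 0.00392). Without the 2 libraries farthest from the median of Cd69 (replicates 3 and 4 of the IgA+ siLP plasma cells), r was 0.988 for Nr4a1 (exact permutation, p = 0.000397) and 0.787 for Dusp4 (exact permutation, p = 0.0474, adjusted p = 0.0948), so that the latter rests in part on those libraries.

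**Figure D1:**
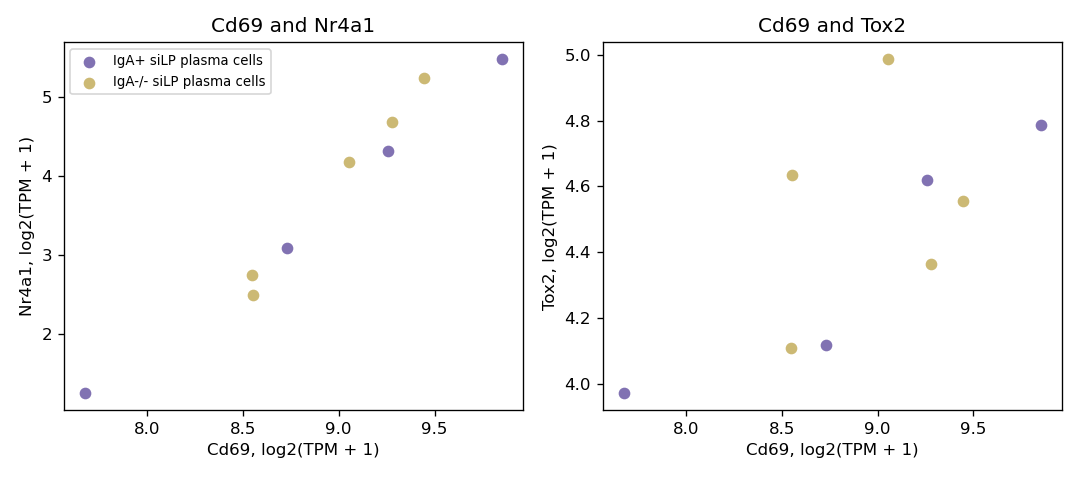
Each point is 1 of the 9 siLP libraries, marked by group, with log2(TPM + 1) of Cd69 on the x axis and of Nr4a1 (left) or Tox2 (right) on the y axis. The points of Nr4a1 lie near a line (r = 0.981) and those of Tox2 are more scattered.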

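Tox and Tox2 encode HMG-box transcriptional regulators (GRCm38 chromosome 4 from 6686353 to 6991557 and chromosome 2 from 163203125 to 163324170). Over the same 9 siLP libraries, the correlation of Cd69 with Tox2 had an r of 0.678 (exact permutation, two-sided, p = 0.0415, adjusted p = 0.0554) and a rho of 0.567 (exact permutation, p = 0.121, adjusted p = 0.161). With Tox, r was 0.527 (exact permutation, p = 0.145, adjusted p = 0.145) and rho 0.333 (exact permutation, p = 0.385). Neither passed an adjusted p of 0.05. With the group means removed, r was 0.723 for Tox (permutation, p = 0.0305, adjusted p = 0.0407) and 0.681 for Tox2 (permutation, p = 0.0415, adjusted p = 0.0415). Spearman's rho was then 0.400 for Tox (permutation, adjusted p = 0.291) and 0.650 for Tox2 (permutation, adjusted p = 0.0887). These permutations ran over all 9 libraries and not within groups, so their p is approximate. On the deposited normalized values r was 0.426 for Tox and 0.061 for Tox2. Without the 2 libraries farthest in Cd69, r was -0.087 for Tox (exact permutation, p = 0.847) and 0.381 for Tox2 (exact permutation, p = 0.385), so both relations rest on those libraries. Without replicate 2 or replicate 5 of the IgA-/- siLP plasma cells, r for Tox2 was 0.782 or 0.752 (exact permutation, adjusted p = 0.0276 and 0.0345). In IgA+ siLP plasma cells the log2 fold over the mean of the 3 BM groups was 2.90 (SE 0.38, limma adjusted p = 3.21e-06) for Tox and 2.55 (SE 0.35, limma adjusted p = 7.20e-06) for Tox2. Neither was called higher than in each BM group, and both were among the genes higher in IgA+ plasma cells than in IgM+ BM plasma cells and IgM/A- BM plasma cells.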

We additionally observed correlation between expression of CD69 and the related transcriptional repressors Tox and Tox2 in siLP samples (**Figure 6C**). Given that heat shock protein family genes were among the most upregulated genes in siLP plasma cell samples, we prepared a shortlist of genes containing both canonical ER-located UPR-associated genes and cytoplasmic heat shock protein genes implicated in antigen processing, and allowed all samples to cluster freely based on the expression of these genes. This approach yielded three groups with no respect to isotype but instead samples grouped strongly into B cells, BM plasma cell samples and siLP plasma cell samples (**Figures 6D, E** **)**. This result indicated that cytoplasmic heatshock (HSP40, HSP70) family member gene expression was tissue-restricted to siLP plasma cells and is not carried over into BM IgA^+^ plasma cells, while as expected ER-associated HSPs were common to all plasma cell groups. 

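A clustering of all 28 libraries on the 63 genes of the cytosolic heat shock and ER lists, by Spearman correlation and average linkage, was divided into 3 clusters. They held the 8 B cell libraries, the 11 BM plasma cell libraries and the 9 siLP plasma cell libraries, with an adjusted Rand index of 1.00 against these 3 classes. On the cytosolic heat shock genes alone, such as Hspa1a and Dnajb1, the index was also 1.00. On the ER chaperones and unfolded protein response genes alone it was 0.512, since the 3 clusters were the 8 B cells, a cluster of all 9 siLP libraries with 3 IgM/A- BM plasma cells and 3 IgA+ BM plasma cells, and a cluster of the 3 IgM+ BM plasma cells with 1 each of the IgM/A- BM plasma cells and IgA+ BM plasma cells.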

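The cytosolic heat shock gene Hspa1a was lower in IgA+ BM plasma cells than in IgA+ siLP plasma cells, and in IgA+ BM plasma cells the list of such genes did not pass the test against the other marrow plasma cells. In IgA+ BM plasma cells, Hspa1a was at 5.11 ± 1.81 (SD, n = 4) TPM, with a log2 fold change over IgM+ BM plasma cells and IgM/A- BM plasma cells of -0.35 (SE 0.45, limma adjusted p = 0.748), and Hspa1b at 0.25 (SE 0.45, limma adjusted p = 0.842). Against IgA+ siLP plasma cells, IgA+ BM plasma cells differed in Hspa1a by -7.71 (SE 0.50, limma adjusted p = 8.87e-11). Of 27 cytosolic heat shock genes, 1 rose in IgA+ BM plasma cells and none fell (1 adjusted over the list alone, median log2 fold -0.01, camera, adjusted p = 0.963), the gene being Hspa2, at 1.27 (SE 0.21, limma adjusted p = 0.000145). In IgA-/- siLP plasma cells, 14 rose and 6 fell (14 and 7 adjusted over the list alone, median 0.71, camera, adjusted p = 0.0291, and 0.512 with an estimated correlation). Hspa1a was at 6.77 (SE 0.39, limma adjusted p = 5.55e-14) and Dnajb1 at 1.75 (SE 0.20, limma adjusted p = 5.83e-08). Without replicate 1 or replicate 2 of the IgA-/- siLP plasma cells the adjusted p of the list in this group was 0.0537 or 0.0520 (camera), and with no filter on low values 0.152. The IgA-/- siLP plasma cells also held the most macrophage transcripts. Of 35 ER chaperones and unfolded protein response genes, 3 rose and 4 fell in IgA+ siLP plasma cells against the BM groups (3 and 5 adjusted over the list alone, median -0.09, camera, adjusted p = 0.291). Ern1, which encodes the ER stress sensor IRE1, was at 0.75 (SE 0.15, limma adjusted p = 0.00121), and Xbp1, its target, at 0.24 (SE 0.11, limma adjusted p = 0.156). Tissue and tissue preparation differ together between the siLP and the BM libraries. From this split the paper concludes that cytosolic heat shock expression belongs to the siLP and is not carried by IgA+ BM plasma cells, whereas ER heat shock proteins are common to all plasma cells.

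**Figure D2:**
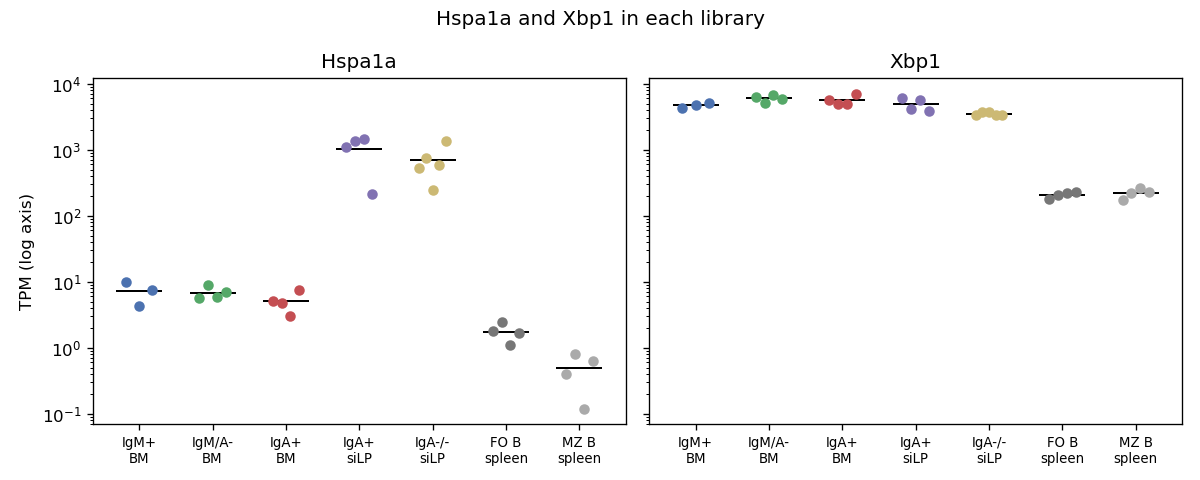
TPM on a log axis of Hspa1a (left) and Xbp1 (right) in each library, by group, with a horizontal line at the group mean. Hspa1a lies between 214.6 and 1456 TPM in IgA+ siLP plasma cells and near the other marrow groups in IgA+ BM plasma cells, and Xbp1 lies between 3314 and 6970 TPM in the plasma cells and between 174 and 267 TPM in the B cells.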

Finally, we sought to determine if siLP plasma cells displayed a tissue residency phenotype. We prepared a list of genes including markers of tissue residency, secondary lymphoid (central) homing and several negative regulators of activation or exhaustion markers. These genes grouped the siLP samples closest together, with siLP samples expressing many of the residency program genes and exhaustion genes (**Figures 6F, G** **)**. 

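Tissue residency genes were higher in both siLP groups than in the BM plasma cells. In IgA+ siLP plasma cells, 10 of 21 rose and none fell (14 adjusted over the list alone, median log2 fold 1.05, camera, adjusted p = 1.12e-09). In IgA-/- siLP plasma cells 15 rose and none fell (16 adjusted over the list alone, median 1.16, camera, adjusted p = 6.01e-06, and 0.052 with an estimated correlation). Of the list, 9 genes also stand in the paper's Supplementary Table 1. Rgs1, a regulator of chemokine receptor signalling, was at 3.89 (SE 0.63, limma adjusted p = 7.60e-05) in IgA+ siLP plasma cells and 5.88 (SE 0.58, limma adjusted p = 3.39e-09) in IgA-/- siLP plasma cells, and the pair of groups differed by -1.99 (SE 0.72, limma adjusted p = 0.0317). Rgs1 is also expressed by other leukocytes. The macrophage and monocyte list passed in both siLP groups over the BM plasma cells, though in neither with an estimated correlation. Its summed TPM was highest in IgA-/- siLP plasma cells. In IgA+ siLP plasma cells its mean of 135.2 was not above the 168.6 of IgM+ BM plasma cells or the 204.6 of IgM/A- BM plasma cells. The total of TPM was lower in IgA+ siLP plasma cells, so these means do not rank the groups. The mean of IgM/A- BM plasma cells includes 585.6 in replicate 2, and the medians were 89.8 in that group and 125.0 in IgA+ siLP plasma cells. On log2(TPM + 1) the median of the residency list in IgA+ siLP plasma cells was 0.375, on log2(TPM + 0.1) 0.644 and with immunoglobulin genes in the normalization 0.768, and the list passed on each. Dusp5, a nuclear phosphatase of ERK, was at 2.501 (SE 0.31, limma adjusted p = 2.06e-06) in IgA+ siLP plasma cells.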

Interestingly, these genes also segregated BM plasma cells by isotype with IgA^+^ BM plasma cells being more closely related to siLP plasma cells by expression of these genes indicating that these gene expression programs may be more closely tied to the IgA isotype.

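On 69 genes of the residency, inhibitory, lymphoid homing and gut homing lists, IgA+ BM plasma cells resembled the siLP libraries more than IgM/A- BM plasma cells did. The mean Spearman correlation across genes with the 9 siLP libraries was 0.870 ± 0.0078 (SD, n = 4) for IgA+ BM plasma cells, 0.825 ± 0.0123 (SD, n = 4) for IgM/A- BM plasma cells and 0.727 ± 0.0140 (SD, n = 3) for IgM+ BM plasma cells. The difference of IgA+ BM plasma cells over IgM/A- BM plasma cells was 0.0441 (exact permutation of 4 and 4 libraries, two-sided, p = 0.0286, the smallest that 70 arrangements can give). It was 0.0653 against IgA+ siLP plasma cells alone and 0.0272 against IgA-/- siLP plasma cells alone, each with an exact p of 0.0286. Itgam, an integrin chain also carried by myeloid cells, was at 2.46 (SE 0.34, limma adjusted p = 1.16e-05) in IgA+ BM plasma cells over IgM+ BM plasma cells and IgM/A- BM plasma cells. Gpr183, a receptor for oxysterols, was at 1.84 (SE 0.14, limma adjusted p = 2.71e-10) in IgA+ siLP plasma cells over the BM groups.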

**Figure 6:**
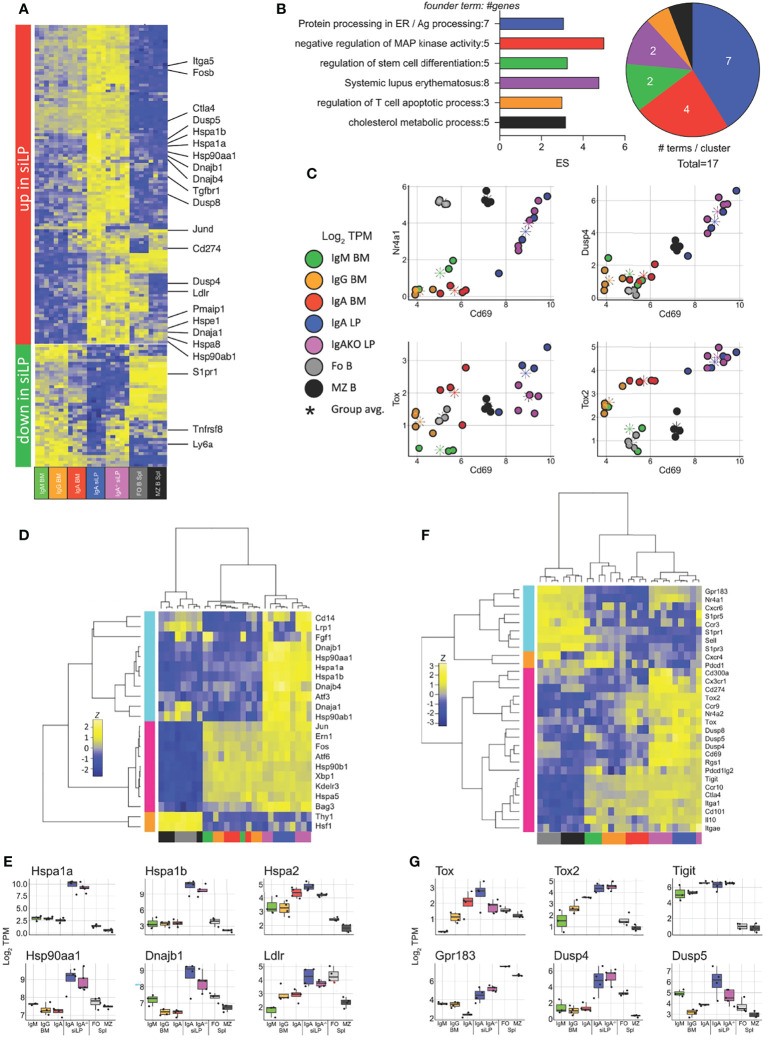
Lamina propria plasma cells express a unique transcriptional program in response to tissue-specific signals. RNA-seq was performed as in **Figure 5** with the addition of plasma cells sorted from the siLP of B6.Blimp1^+/GFP^.IgA^-/-^ mice. **(A)** Genes differentially up and down regulated in IgA^+^ siLP plasma cells compared with all BM plasma cell subsets by at least 2-fold with an adjusted P value <.01 are shown with focus genes highlighted. Complete lists of differential genes are found in **Supplementary Table 1**. **(B)** Gene ontology cluster enrichment analysis for IgA^+^ siLP plasma cell-specific genes is shown. For each cluster, the founder term was chosen as the term with most significant Bonferroni step down adjusted P value. The number of genes for the cluster term is shown following the term name. The enrichment score [-log_10_(adj-P)] is shown as bar length while the pie slice indicates number of enriched terms grouped in each cluster. **(C)** Scatter plots of all groups and all animals for the indicated two gene comparisons is shown as log_2_ TPM expression (colored circles). The colored asterisk indicates the average for each displayed group. **(D)** plasma cell-related UPR gene and heat shock gene expression is shown. Genes and samples were allowed to cluster freely by Pearson and Spearman correlation, respectively. **(E)** Individual log_2_ TPM gene expression magnitude is shown for selected genes as the mean (bar), 75% c.i. (box), 95% c.i. (whisker), and individual values for each animal (jitter). **(F)** Genes contributing to tissue residency, central lymphoid residency and effector cell exhaustion were used to cluster samples as in **(D)**. **(G)** Individual log_2_ TPM gene expression magnitude is shown for selected genes as in **(E)**. Differential gene expression in **(A)** was determined by empirical Bayes method with Benjamini and Hochberg correction for multiple comparisons.

## Discussion

Our work demonstrates that IgA^+^ plasma cells are long-lived residents of both the BM and siLP. This contrasts with the traditional view of siLP plasma cells as short-lived, largely T-independent effectors that are generally restricted to mucosal tissues. We show that IgA^+^ plasma cells in the siLP and BM are related both clonally and transcriptionally. These cells have been previously shown to be, at least in part, induced by and specific to commensal bacteria. Thus, providing an IgA^+^ plasma cell reservoir for long-term protection from barrier disruption or transient changes in gut microbiome. In spite of the high degree of similarity between IgA^+^ plasma cells in the siLP and BM, we were able to identify a tissue specific transcriptional gene expression pattern in siLP plasma cells with hallmarks of tissue resident T cells and uniquely high expression of cytoplasmic heat shock proteins. Therefore, while the expression of particular Ig heavy chain isotypes correlates with distinct gene expression signatures (15), plasma cell gene expression is also influenced by tissue localization, independent of heavy chain expression.

The role of long- and short-lived IgA^+^ plasma cells in the siLP is generally believed to be the maintenance of homeostasis and to respond to changing components of the microbiome. However, the need for long-lived IgA^+^ plasma cells in systemic sites such as the BM has not been fully explored, and it has only been recently described that long-lived IgA^+^ plasma cells can be induced in the BM in the context of immunization. Using carbon dating Landsverk et al. described IgA^+^ plasma cells within human gut tissue that appeared to persist for decades (3), but without single cell analyses it remained unclear whether longevity is a common feature for gut-resident plasma cells. Our data demonstrate that the vast majority of IgA^+^ plasma cells are long-lived regardless of the tissue of residence. However, while BrdU labeling reveals that the majority of IgA^+^ plasma cells are long-lived, we also observe that roughly 20% of the population is rapidly labeled and that population size remains stable. These data suggest that at least a portion of the IgA^+^ plasma cells in both the bone marrow and siLP are indeed turning over frequently. Beyond that, we find that while BM and siLP IgA^+^ plasma cells are clonally related, despite the absence of routine migration of cells to and from the gut and BM. Furthermore, despite expression of different chemokine receptors and integrins, the IgA^+^ plasma cells in the BM occupy similar niches compared to IgG^+^ and IgM^+^ plasma cells. If IgA^+^ plasma cells are capable of providing long-lived protection, then their induction is potentially of use in vaccine strategies or in the context of probiotics. The unique functional ability of IgA to act in an anti-inflammatory manner could prove beneficial in some contexts and undesirable in others. Recent work has demonstrated unique roles of IgA^+^ plasma cells in the siLP and other contexts such as multiple sclerosis. The implications of the work demonstrated here are that IgA^+^ plasma cells can have long-term impacts on health in a variety of contexts.

Interestingly, the IgA^+^ plasma cells in the BM expressed low levels of CXCR4 on their surface and had low mRNA expression. Studies in CXCR4^-/-^ animals have demonstrated dramatic reductions in BM plasma cell frequencies and no other known chemokine receptors have been implicated in plasma cell BM homing. Our findings suggest an alternative mechanism for IgA^+^ plasma cell migration to the BM. Furthermore, IgA^+^ plasma cells in the BM retain mRNA expression of gut associated chemokine receptors CCR9 and CCR10, as well as the mucosal retention integrin α_4_β_7_. The exact mechanism used by IgA^+^ plasma cell for BM transit is still under investigation and our findings point to gene expression differences in S_1_PR_1_ and integrin α_5_ as potential players. However, transcriptomics only paints a partial picture and this is highlighted by high Ccr9 transcripts in bone marrow IgA^+^ plasma cells, but low CCR9 surface protein levels as demonstrated by flow cytometry. Intriguing findings associating siLP IgA^+^ plasma cells with canonical tissue residency gene expression profiles defined from work with T cell subsets are also targets of further expansion of this line of experimentation.

Heterogeneity of plasma cell gene expression based on isotype has been previously described by Price et al. Our work expands on their findings in several ways, first by examining steady state bone marrow isotype specific plasma cells, and importantly, by the addition of IgA^+^ plasma cells from the siLP providing us the ability to identify tissue-specific gene expression patterns. Additionally, we demonstrate that sorting plasma cells by isotype can be performed without the need of fixation and permeabilization. This opens the door to further functional studies of plasma cells based on isotype. Our RNA-seq dataset has slight variations from Price et al. that may be related to the methodology used. The work herein was not performed in an antigen specific manner, but surface staining of plasma cells using antigen-specific probes without the need for fixation/permeabilization is also possible. Past work from our laboratory suggests that isotype is a much larger source of plasma cell heterogeneity than found comparing long- or short-lived plasma cell irrespective of isotype. It is unclear if sorting BM plasma cells by isotype and B220 expression would result in the identification of significant functional differences based on longevity and isotype combined.

This work reiterates that isotype-driven transcriptional programs play a key role in plasma cell migration and function. Our data expand on this by demonstrating tissue-specific plasma cell gene transcription that has implications for strategies to induce systemic IgA. Additionally, the long-lived nature of IgA^+^ plasma cells in the siLP and BM suggest that induction of IgA could be advantageous for durable immunity.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI: PRJNA783313 and GSE189410.

## Ethics Statement

The animal study was reviewed and approved by Office of Regulatory Affairs Institutional Animal Care and Use Committee. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

JW, BG, and DA designed experiments and wrote the manuscript. BG performed RNA-seq bioinformatics analyses. JW, BG, DA, RR, and SR performed experiments. WM, AR, and EL executed the sequencing and bioinformatics analysis of antibody repertoires. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by National Institutes of Health (NIH) grants R01-AI139123 and R01-AI154932 to DA and F32-AI114089 to JW. EL was supported by NIH grant P30-CA016520, BG by NIH training grant T32CA009140, and RR by NIH training grant T32-AI055428.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

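RNA was measured in 28 libraries of 7 groups, as 3 libraries of IgM+ BM plasma cells, 4 of IgM/A- BM plasma cells, 4 of IgA+ BM plasma cells, 4 of IgA+ siLP plasma cells, 5 of IgA-/- siLP plasma cells and 4 each of splenic follicular and marginal zone B cells. The deposited records give an age of 12 weeks, and whether groups share animals is not stated. According to the paper, all populations were double sorted. BM plasma cells were gated as live, negative for CD4, CD8, F4/80, Ter119 and IgD, and positive for CD138 and Blimp-GFP before the isotype, and siLP plasma cells were sorted without CD138, on surface IgA or, in the knockout, on Blimp-GFP. The paper's text describes SMART-Seq HT cDNA, Nextera XT libraries and 75 bp single-end reads, and the submitters' summary names a capture of polyA tails at the 3' end.

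The authors estimated transcript abundance by pseudoalignment with Kallisto and deposited TPM values and normalized log2 values for the whole series, each with immunoglobulin genes (30317 rows) and without them (29995 rows). The deposited log2 values equal log2 of (estimated count + 0.5) divided by the library's total and scaled as in voom, with no further scaling between libraries, as the values themselves show, and the paper names voom for this step. The deposited TPM values without immunoglobulin genes sum to 447296 to 837244 in a plasma cell library and to 950272 to 951753 in a B cell library, so a TPM in plasma cells is understated relative to B cells, and to a differing degree between plasma cell groups and libraries. The sum was lowest in replicates 4 (447296) and 2 (490584) of the IgA+ siLP plasma cells. Fold changes and their tests rest on the log2 values and not on TPM. The submitters' processing notes name the build mm10, and the versions of Kallisto and limma are not given in the sources used here. Of the rows left out of the tables without immunoglobulin, 322 in all, 319 have a symbol that starts with Igh, Igk, Igl or Igj, and 4 rows annotated as immunoglobulin segments stay in, 2 of which were tested. Every value column belonged to 1 library and was used.

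The estimated counts without immunoglobulin genes totalled 5384244 to 10046346 (median 7193256) in plasma cell libraries and 15119781 to 18442200 (median 18095596) in B cell libraries, so low genes are measured less precisely in plasma cells. Genes with at least 1 TPM in at least 3 of the 28 libraries (13707) were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on the deposited log2 values without immunoglobulin genes, with all 7 groups in the fit so that they share an estimate of the spread. P-values were adjusted by Benjamini-Hochberg within each contrast. The plasma cell signature needed a 3-fold difference at an adjusted p under 0.05 from each B cell group in each plasma cell group, and the subset lists a 2-fold difference at an adjusted p under 0.01 in each contrast, after the legends of Fig. 5 and Fig. 6. Genes differing among the plasma cell subsets needed an adjusted p under 0.05 from the F test and group means more than 2-fold apart. Log2 fold changes printed for a gene are of 1 group against the mean of the others named. Correlations, permutation tests, shares and clusterings were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. On simulated data with 200 changed genes in IgA+ siLP plasma cells against each of the 3 BM groups, run on 13707 genes, 40 of 50 genes changed 2.5-fold, 43 of 50 changed 4-fold, 50 of 50 changed 8-fold and 50 of 50 changed 16-fold were recovered, and 0 unchanged genes were called. The changed genes were drawn only from those with a mean of at least 5 TPM, so recovery of lower genes was not simulated.

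Before the data were examined, 29 gene lists, the designs and the alternatives were fixed, with the exceptions named in the closing section. The lists were tested with limma's camera at a preset correlation of 0.01 in 8 contrasts. Of 232 tests 105 passed an adjusted p of 0.05, and 19, all among the 105, also passed with an estimated correlation. In a list, a gene is said to have risen or fallen at an adjusted p under 0.05. The pairs of list and contrast described in the text were chosen after the tests had been seen. Genes are named by a rule fixed beforehand: the 39 genes the paper names, the 10 genes with the largest smallest fold in a comparison whose libraries do not overlap, and up to 4 members of a described list, those with the largest fold. The names in Supplementary Table 1 had been seen. The 24 genes with levels tested for outlying libraries were chosen after their values were seen. Hspa5, Mki67, Epcam, Hbb-bs and S100a8 are named outside the rule. Fold changes against a group listed at 0 in every library are not given. Coordinates come from the GENCODE vM21 annotation of GRCm38, in which 28131 of the 29995 symbols matched 1 gene, 13074 of them among the tested genes. Alternatives were other scales, pseudocounts, filters, weights, normalizations and thresholds, the replicate number as a block, and leaving out each library in turn, and the closing section gives their effect. Flow cytometry, BrdU, parabiosis, imaging and repertoire data were not analysed here.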

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

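The 12 tests of other splits of the libraries, the choice of the 24 genes whose levels were screened for outlying libraries, and 1 condition in the weighing of tissue dissociation were set only after the results had been seen. In groups of 4 or 5 libraries, 182 sets of values were screened for a library far from the others (Dixon's test), 24 sets had one, and about 9.1 would by chance alone.

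Several of these libraries recurred. Replicate 2 of the IgM/A- BM plasma cells was far above its group in the sums of erythroid genes (3745 TPM), neutrophil genes (2638 TPM), macrophage and monocyte genes (585.6 TPM) and stroma and endothelium genes (142.4 TPM), in Lyz2 (465.3 TPM) and in Fcer2a (0.818 TPM). Replicate 5 of the IgA-/- siLP plasma cells had the fewest genes at 0 TPM, 6558, and was above its group in erythroid genes (66.8 TPM), Tnfrsf8 (0.938 TPM), Sell (2.66 TPM) and Fcer2a (2.44 TPM). Replicate 4 of the IgM/A- BM plasma cells stood out in the share of Ighm (3.35%), in Tnfrsf8 (2.15 TPM) and, at the low end, in Tnfrsf17 (133.7 TPM). Replicate 3 of the IgM/A- BM plasma cells was above its group in Cd69 (25.5 TPM) and Ldlr (12.4 TPM). Replicate 4 of the IgA+ BM plasma cells was above its group in Hspa5 (6728 TPM) and C1qa (0.642 TPM) and lowest in stroma and endothelium genes (50.9 TPM), and replicate 2 was above it in Cxcr4 (20.8 TPM). Replicate 4 of the IgA-/- siLP plasma cells was above its group in dendritic cell genes (1188 TPM) and Mgat3 (6.26 TPM), and replicate 3 in Mki67 (19.8 TPM). In replicate 4 of the IgA+ siLP plasma cells, Fcer2a was listed at 0, below the other 3.

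The siLP effect differed between IgA+ siLP plasma cells and IgA-/- siLP plasma cells (limma contrast between them, adjusted p under 0.05) for 26 of the 57 genes that were higher in IgA+ siLP plasma cells than in every BM group, and for 25 of the 29 that were lower. These genes were chosen for extreme values in IgA+ siLP plasma cells, which the contrast uses again, so such differences are favoured. Of all 13707 genes, 2001 differed between the siLP groups at 2-fold and an adjusted p under 0.01 from limma. The paper does not report counts for IgA-/- siLP plasma cells, in which 828 genes were higher and 560 lower than in every BM group. Macrophage and monocyte genes summed to 2347 TPM on average in these libraries.

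Cytosolic heat shock genes were higher in IgA+ siLP plasma cells than in BM plasma cells. In IgA-/- siLP plasma cells 14 rose and 6 fell, and the list passed (camera, adjusted p = 0.0291) but not with an estimated correlation (0.512). The tables argue against RNA of gut epithelium, whose listed genes summed to at most 201.8 TPM in a siLP library (0.0202% of the nominal total of TPM), and against a single outlying library, since the log2 fold change of Hspa1a stayed between 7.185 and 7.989 without any 1 library (28 settings, highest limma adjusted p = 6.63e-11). Stress of tissue dissociation and the tissue itself cannot be told apart: the median log2 fold of immediate early genes other than heat shock genes was 0.507, just over the bound of 0.5 set beforehand as a sign of such stress, with 16 genes higher and 1 lower. That bound was met, and the further condition that it hold in every alternative, which was added after the value was seen, was not, since 21 of 34 alternatives lay above it and 13 at or below, between 0.106 and 0.605 and none below 0. Every siLP library came from the same tissue, and the sources used here do not describe how it was dissociated. An effect of the siLP environment thus stays open and untested.

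B cell genes were higher in IgM+ BM plasma cells. Carry-over of B cells like those of the spleen, as the whole cause, would need the same share of B cell RNA for each gene, but over the 20 genes that rose the shares ran from 0.416% (Spib) to 31.4% (Sell), with a 90th percentile 17.4 times the 10th (16.9% and 0.971%, bound 8). The median share was 6.44%. Ighd was at 0.206 to 0.668 TPM in these libraries against means of 3167 TPM in follicular and 393.9 TPM in marginal zone B cells. That leaves little room for such a share of those B cells, but the sort gated out IgD-positive cells. Ighd therefore says nothing of B cells that pass that gate. The cells had been through a repeated sort for plasma cells, and a smaller carry-over, or one of B cells without Ighd, was not tested. A program of the IgM+ isotype also stays open, and no other test of it was made. The paper reports B220 on most IgM+ BM plasma cells and its absence from most IgA+ ones. No test here separates that difference from isotype.

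Cell cycle genes were higher in IgM/A- BM plasma cells. A single library does not account for it, since the median log2 fold of 1.33 kept 84.5% of its value without the library that lowered it most and lay between 1.12 and 1.57 without any 1 library. The members move together (estimated correlation 0.575), and with that correlation the list did not pass, so that the proportion of dividing cells in these 4 animals stays open, as does the isotype. By the paper's flow cytometry, most IgM+ and IgM/A- BM plasma cells carried B220 and most IgA+ ones did not. It also found more BrdU in B220+ BM plasma cells than in B220- IgA+ ones. Turnover and isotype thus differ together between these groups.

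Other splits of the libraries into groups of the same sizes (100, the real one included) gave as many genes in under 0.05 of the cases for each of the 12 counts. That share was set after the results were seen, and for 2 of the counts 1 other split gave more genes than the real one. Other splits mix unlike cells, which widens the spread within groups and lowers their counts. They therefore cannot exclude chance. Only 1 split, the real one, gave a count as large for the genes differing among the subsets (4495, highest other 2419), the signature (703, highest other 0), the IgM-specific genes (72, 0), the IgG-specific genes (14, 1), the IgA union (192, 109), the genes higher or lower in IgA+ siLP plasma cells (57 and 29, highest others 3 and 4), those higher or lower in IgA-/- siLP plasma cells (828 and 560, highest others 4 and 15) and those differing between both siLP groups (2001, highest other 1283). For the genes higher and lower in both IgA+ groups, 2 of 100 splits, the real one included, reached the real 36 and 47, and the other gave 41 and 52. Why other splits reached counts of 2419 and 1283 was not tested.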

How the results depend on the processing

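The alternatives with voom weights on recovered counts, quantile normalization, median centring, without immunoglobulin segment rows, without the libraries with other cells' transcripts or few zeros, and without the IgA-/- siLP plasma cells in the fit were chosen after seeing the data. Of 238 results for 183 named genes, 9490 alternatives gave 9422 with the same direction and side of the threshold, 58 weaker, 9 stronger and 1 reversed (S1pr3 in IgA+ siLP plasma cells against BM, a log2 fold of 0.030 with voom weights on TPM), and 221 results kept their side in all of theirs. Camera called 105 of 232 list tests and 19 with an estimated correlation. Why a setting moves a result was not tested.

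On log2(TPM + 1), the signature held 271 genes (all 271 among the 703), the IgM list 180 and the genes lower in IgA+ siLP plasma cells 45. On log2(TPM + 0.1) these were 436, 130 and 62, with 120 in the IgA union and 34 higher in IgA+ siLP plasma cells. With immunoglobulin genes in the normalization, the signature held 268, the IgM list 116, the IgA union 113, the genes higher in both IgA+ groups 23 and those lower 137. With no filter, 7370 genes differed among the subsets, 9 were IgG-specific and 1616 were higher in IgA-/- siLP plasma cells, and with a minimum of 5 TPM 484 were. With voom weights on TPM, the IgM list held 144, the IgA union 309, the genes higher in both IgA+ groups 66 and the genes lower in IgA+ siLP plasma cells 15, and with voom weights on recovered counts the IgM list held 117 and the genes lower in IgA+ siLP plasma cells 15. At an adjusted p under 0.05, the IgM list held 137, the IgG list 31, the IgA union 296, both IgA+ groups 62 higher and 77 lower, and IgA+ siLP plasma cells 87 higher and 53 lower. With 1 contrast against the mean of the others, these were 325 (IgM), 151 (IgG), 465 (union), 146 (both higher), 283 and 251 (IgA+ siLP plasma cells), and 1727 and 845 in IgA-/- siLP plasma cells. Without the contrasts of IgA-/- siLP plasma cells, 1761 genes differed among the subsets. Without replicate 2 of the IgM/A- BM plasma cells and replicate 5 of the IgA-/- siLP plasma cells, all counts stayed within 1.5 times (subsets 4387, signature 692, IgM 83, IgG 12, IgA union 219). The share of higher genes also moved with scale, filter and weights. In IgA+ siLP plasma cells it went from 66.3% to 47.1% on log2(TPM + 1), 35.4% on log2(TPM + 0.1), 84.0% with voom weights on TPM and 80.3% on recovered counts. For IgA+ siLP plasma cells over IgA-/- siLP plasma cells it went from 37.4% to 15.6% with immunoglobulin genes, 26.4% with no filter, 25.6% on log2(TPM + 0.1), 50.1% at 5 TPM, 51.6% by quantiles and 57.2% with voom weights on TPM. In IgA-/- siLP plasma cells it went from 59.7% to 74.6% with no filter, 47.3% at 5 TPM and 48.6% by quantiles. The median log2 difference of all genes between IgA+ siLP plasma cells and BM moved from -0.002 to -0.305 and -0.389 on the TPM scales and -0.279 with immunoglobulin genes, and that of plasma over B cells from -0.104 to -1.57 with immunoglobulin genes.

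Without any 1 library, the IgM list held 38 to 96, the IgG list 4 to 19, the IgA union 162 to 211, both IgA+ groups 27 to 41 higher and 34 to 51 lower, IgA+ siLP plasma cells 38 to 66 higher and 19 to 31 lower, IgA-/- siLP plasma cells 680 to 847 and 523 to 598, the subsets 4294 to 4640, the signature 673 to 711 and the difference between the siLP groups 1783 to 2038. The median log2 fold of the cholesterol list moved from 0.562 to 0.228, 0.270 and 0.158 on log2(TPM + 1), log2(TPM + 0.1) and with immunoglobulin genes, that of the heat shock list in IgA+ siLP plasma cells from 0.640 to 0.239, 0.241 and 0.361, and that of the residency list from 1.047 to 0.375, 0.644 and 0.768, and each list passed in all of these. The similarity difference of IgA-/- siLP plasma cells lay between -0.0166 and -0.0116 without any 1 library, and was -0.0117 with immunoglobulin genes kept. Without any 1 siLP library the correlation of Cd69 with Tox2 lay between 0.497 and 0.782. On the deposited normalized values it was 0.061 and without the 2 libraries farthest in Cd69 0.381, and with group means removed r was 0.723 for Tox and 0.681 for Tox2. Without the 2 libraries farthest in Cd69 that of Dusp4 was 0.787 (adjusted p = 0.0948). The adjusted p of the heat shock list in IgA-/- siLP plasma cells lay between 0.0112 and 0.0537 without any 1 library, and was 0.152 with no filter. The replicate numbers were tested as pairs of libraries: correlations of deviations between same-numbered IgA+ BM plasma cells and IgA+ siLP plasma cells lay between 0.043 and 0.102, 1 of 4 above 0.1 though each was best with its own number, and 3 of 21 pairs over the BM and siLP IgA groups were above 0.1, between -0.110 and 0.200. In 14 of the 21 the own number was best, a hint from the data and not from the design. As not every pair was above 0.1, the bound set for pairs, the numbers were not taken to pair the libraries, and the paper and the labels do not say whether they mark animals shared between groups. With the replicate block the IgG list held 9 genes. Depth limits genes near the filter most, in plasma cells more than in B cells.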

Differences from the paper's values

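The thresholds and groups below follow the paper's text and legends. The alternatives are those set before the data were examined unless stated. The overlap of each list with Supplementary Table 1 and the settings that reach the paper's lists were tabulated after the counts had been seen. For the plasma cell signature the paper's value is 308 genes and 703 passed here, with 287 in common. Of 36 alternatives, 3 came within 1.5 times of it: log2(TPM + 1) with 271, log2(TPM + 0.1) with 436 and normalization with immunoglobulin genes with 268. The other 33 did not. For genes differing between plasma cell subsets the paper's value is 1757 and 4495 passed here. Of 37 alternatives, only the one without the contrasts of IgA-/- siLP plasma cells, with 1761, came within that range.

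The paper's isotype shares of IgA-/- siLP plasma cells are 61% IgG2b, 23.5% IgG1 and 12% IgM. The shares of heavy chain TPM here were 36.9% ± 5.42, 41.0% ± 9.26 and 7.77% ± 1.12 (SD, n = 5), with IgG1 above IgG2b in the mean. In 3 of the 5 libraries IgG2b was the higher, as in the paper, and without replicate 5 so were the means (38.8% and 37.8%). None of 5 alternatives, each without a library, brought IgG2b or IgG1 within 1.5 times of the paper's value, and 1 did so for IgM (8.11% without replicate 5).

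In Supplementary Table 1 the paper lists 138 IgM-specific genes and 72 passed here, 70 of them in the paper's list. Of 37 alternatives, 7 came within 1.5 times: log2(TPM + 1) (180), log2(TPM + 0.1) (130), normalization with immunoglobulin genes (116), voom weights on TPM (144), without replicate 4 of the IgM+ BM plasma cells (92), without replicate 4 of the IgM/A- BM plasma cells (96) and an adjusted p under 0.05 (137). The paper's IgG list holds 26 genes and 14 passed here, all in the paper's list. The alternatives within range were 4 of 37: without replicate 4 of the IgM+ BM plasma cells (18), without replicate 4 of the IgM/A- BM plasma cells (19), without replicate 4 of the IgA+ siLP plasma cells (19) and an adjusted p under 0.05 (31). The paper lists 55 genes higher in both IgA+ groups and 36 passed here, 33 in both lists. The alternatives within range were 9 of 37: voom weights on TPM (66), the replicate block (37), without replicate 1 (39) or 4 (41) of the IgM+ BM plasma cells, without replicate 2 of the IgM/A- BM plasma cells (37), without replicate 4 of the IgA+ siLP plasma cells (40), without replicate 5 of the IgA-/- siLP plasma cells (37), without replicate 2 of the follicular B cells (38) and an adjusted p under 0.05 (62). Leaving the IgA-/- siLP plasma cells out of the fit, chosen after seeing the values, gave 38 here and drops 23 of the paper's 55. The paper lists 109 genes higher in IgA+ siLP plasma cells and 57 passed here, 42 in both. The alternatives within range were 2 of 37, voom weights on TPM (79) and an adjusted p under 0.05 (87). Of the lists whose size lay within 1.5 times of the paper's, the IgA union held 192 genes here against 253 (180 in both), the genes lower in both IgA+ groups 47 against 46 (39 in both) and the genes lower in IgA+ siLP plasma cells 29 against 42, of which only 11 are in both, 31 in the paper's list alone and 18 here alone. With 1 contrast against the mean of the other groups, 127 of the paper's 138 IgM genes, 26 of 26 IgG genes and 86 of the 109 genes of IgA+ siLP plasma cells passed, among 325, 151 and 283 genes.

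The paper names Cxcr3 among the IgG-specific genes. It was not called here, and was called without replicate 1 or replicate 4 of the IgM+ BM plasma cells and with 1 contrast against the mean of the others, 3 of 43 settings. The paper's list includes Ly6c1, called here but in only 15 of 43 other settings, and Ly6c2, not called here and called in 12 of 43. Among the genes the paper lists as higher in siLP samples, Hspa1a, Hspa1b, Dusp4 and Cd69 were called in IgA+ siLP plasma cells. Dusp8 was not, and 10 of 43 settings call it: log2(TPM + 1), log2(TPM + 0.1), voom weights on TPM, the replicate block, without replicate 2 or 3 of the IgA+ BM plasma cells, an adjusted p under 0.05, the contrast with the mean, and, chosen after seeing the data, voom weights on recovered counts and median centring. Ctla4 was not, and 6 of 43 settings call it: voom weights on TPM, the replicate block, without replicate 3 of the marginal zone B cells, an adjusted p under 0.05, the contrast with the mean, and, chosen after seeing the data, voom weights on recovered counts. Cd274 was not, and 1 of 43 calls it, the contrast with the mean. All 3 were called in IgA-/- siLP plasma cells. Of the IgM genes, Blk, Ccr7, Cd40 and Il5ra were not called here, and 9, 6, 11 and 10 of 43 settings call them, the adjusted p under 0.05 and the contrast with the mean among those. Tigit was not called in both IgA+ groups, and 3 of 43 settings call it: voom weights on TPM, the replicate block and, chosen after seeing the data, voom weights on recovered counts. Cxcr4, whose surface protein the paper measured, was not called lower in both IgA+ groups at 2-fold in every contrast, and 2 of 42 settings call it: normalization with immunoglobulin genes and without replicate 1 of the IgM/A- BM plasma cells. Tnfrsf8, which the paper lists as lower in siLP samples, was below the filter here and was not tested.

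The paper places IgA-/- siLP plasma cells nearest to IgM/A- BM plasma cells. Here all 5 libraries were nearest to IgA+ siLP plasma cells, by -0.0139 in the mean correlation (0.8786 with IgM/A- BM plasma cells, 0.8925 with IgA+ siLP plasma cells, exact permutation, p = 0.0286). Leaving out 1 library took that p above 0.05 in 7 of 28 settings (exact permutation), as did keeping immunoglobulin genes (exact permutation, p = 0.0857), and the sign stayed in all of them. The IgA+ siLP plasma cells were nearer to IgA+ BM plasma cells than to IgM/A- BM plasma cells by 0.0186. The paper states that marker genes of common contaminating cells were not expressed, and does not list those markers in its text. With the gene lists used here, macrophage and monocyte genes averaged 2347 TPM in IgA-/- siLP plasma cells, and erythroid genes reached 3745 TPM in replicate 2 of the IgM/A- BM plasma cells. The paper describes a correlation of CD69 with Tox and Tox2 in siLP samples. Neither r, of 0.527 and 0.678, passed an adjusted p of 0.05 over the 4 genes (exact permutation, adjusted p = 0.145 and 0.0554), and with group means removed both did (0.0407 and 0.0415). Spearman's rho did not pass with group means removed (0.400 and 0.650, permutation, adjusted p = 0.291 and 0.0887). The r of Tox2 also passed without replicate 2 or replicate 5 of the IgA-/- siLP plasma cells (0.0276 and 0.0345). On the deposited normalized values r was 0.426 for Tox and 0.061 for Tox2, and without the 2 libraries farthest in Cd69 it was -0.087 (exact permutation, p = 0.847) and 0.381 (exact permutation, p = 0.385), so the settings point both ways.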

Other observations

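The lists and contrasts in this part were chosen after the tests had been seen. Genes of antigen presentation by MHC class II were lower in IgA+ siLP plasma cells than in IgA-/- siLP plasma cells, with all 13 of the list falling (13 adjusted over the list alone, median log2 fold -1.44, limma's camera, adjusted p = 5.10e-06, and 0.31 with an estimated correlation). Ciita, the transactivator of class II genes, fell by 3.69 (SE 0.90, limma adjusted p = 0.0021), and H2-Aa, a class II alpha chain, fell by 2.83 (SE 0.54, limma adjusted p = 0.00018). The IgA-/- siLP plasma cells also held the most macrophage transcripts, from a sort whose dump gate included F4/80 by the submitters' notes. Against the BM groups, H2-Aa in IgA-/- siLP plasma cells was at 0.87 (SE 0.44, limma adjusted p = 0.103). Of the list, 5 rose and 0 fell there (median 0.636, camera, adjusted p = 0.0428, and 0.538 with an estimated correlation). In IgA+ siLP plasma cells 7 fell and 0 rose against the BM groups (median -0.878, camera, adjusted p = 1.90e-05, and 0.122 with an estimated correlation). Of 24 genes of the amino acid and ATF4 response, 1 rose and 2 fell in both IgA+ groups against IgM+ BM plasma cells and IgM/A- BM plasma cells (1 and 2 adjusted over the list alone, median 0.017, camera, adjusted p = 0.849), the gene that rose being Ddit4, at 0.61, and Psat1, a serine synthesis enzyme, fell by 0.85. The rise of Ddit4 did not pass in 14 of 40 alternatives. Of 31 oxidative phosphorylation genes, 10 rose and 4 fell in IgA-/- siLP plasma cells against the BM groups (10 and 4 adjusted over the list alone, median 0.060, camera, adjusted p = 0.296).

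Cebpb and Btg3, at 1.91 and 2.91 TPM on average in IgA-/- siLP plasma cells, were at 66.4 and 82.3 TPM in IgA+ siLP plasma cells, and the 10 genes with the largest fall in IgA-/- siLP plasma cells include 5 annotated as processed pseudogenes, 1 of them transcribed (Gm9531, Gm19087, Gm11434, Gm5884 and Gm336). No label or statement in the paper gives a library batch, so whether these differences follow the genotype or the preparation of the IgA-/- siLP plasma cells libraries was not tested. Il7r was at 0.335 TPM in IgA-/- siLP plasma cells and 0.827 TPM in IgM/A- BM plasma cells, and Cxcr3 was at 33.5 TPM in IgA-/- siLP plasma cells against 4.44 TPM in IgA+ siLP plasma cells, a log2 fold of -2.76 (SE 0.49, limma adjusted p = 6.55e-05) of IgA+ siLP plasma cells against IgA-/- siLP plasma cells.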
